# Transcriptional response of murine microglia in Alzheimer’s disease and inflammation

**DOI:** 10.1186/s12864-022-08417-8

**Published:** 2022-03-05

**Authors:** Daniel C. Shippy, Jyoti J. Watters, Tyler K. Ulland

**Keywords:** Alzheimer's disease, Microglia, RNA-seq, Microarray, Transcriptomics

## Abstract

**Background:**

Alzheimer’s disease (AD) is a neurodegenerative disorder and is the most common cause of late-onset dementia. Microglia, the primary innate immune cells of the central nervous system (CNS), have a complex role in AD neuropathology. In the initial stages of AD, microglia play a role in limiting pathology by removing amyloid-β (Aβ) by phagocytosis. In contrast, microglia also release pro-inflammatory cytokines and chemokines to promote neuroinflammation and exacerbate AD neuropathology. Therefore, investigating microglial gene networks could identify new targets for therapeutic strategies for AD.

**Results:**

We identified 465 differentially expressed genes (DEG) in 5XFAD versus wild-type mice by microarray, 354 DEG in lipopolysaccharide (LPS)-stimulated N9 microglia versus unstimulated control cells using RNA-sequencing (RNA-seq), with 32 DEG common between both datasets. Analyses of the 32 common DEG uncovered numerous molecular functions and pathways involved in Aβ phagocytosis and neuroinflammation associated with AD. Furthermore, multiplex ELISA confirmed the induction of several cytokines and chemokines in LPS-stimulated microglia.

**Conclusions:**

In summary, AD triggered multiple signaling pathways that regulate numerous genes in microglia, contributing to Aβ phagocytosis and neuroinflammation. Overall, these data identified several regulatory factors and biomarkers in microglia that could be useful in further understanding AD neuropathology.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08417-8.

## Background

Alzheimer’s disease (AD) is a neurodegenerative disorder and is the most common cause of late-onset dementia. In the United States, approximately 6.2 million people are living with Alzheimer’s dementia, a number estimated to grow to 13.8 million by 2060 unless medical intervention strategies are developed for AD [1]. AD neuropathology is defined by the aggregation of extracellular amyloid-β (Aβ) plaques followed by the development of intracellular neurofibrillary tangles (NFTs) composed of hyperphosphorylated tau [2]. In addition to Aβ plaques and tau NFTs, neuroinflammation plays a key role in AD neuropathology, promoting numerous inflammatory processes in the central nervous system (CNS) [3].

Microglia, the primary innate immune cells of the CNS, have a complex role in AD neuropathology. In the early stages of AD, microglia reduce Aβ accumulation by phagocytosis, and act as a defense barrier to protect plaque adjacent neurons from neurotoxic effects [4, 5]. Alternatively, microglia can contribute to neuroinflammation by the release of pro-inflammatory cytokines and chemokines, reactive oxygen species, and other molecules associated with increased AD neuropathology [6]. Although the role of microglia in AD is still not entirely understood, it is clear microglia play a key role in the development of AD neuropathology.

Since microglia appear to be an important factor in AD development, investigating microglial gene networks could lead to new therapies to treat AD. Several studies have already highlighted the importance of specific genes involved in microglial metabolism [7] and response to Aβ plaque pathology [8]. In this study, we investigated the transcriptional response of microglia in an AD versus non-AD state using microarray and RNA-sequencing (RNA-seq). We identified 465 differentially expressed genes (DEG) in 5XFAD versus wild-type mice, and 354 DEG in lipopolysaccharide (LPS)-stimulated N9 microglia versus unstimulated control cells, with 32 DEG common to both experiments. Of the 32 DEG, functional enrichment analyses identified numerous processes and pathways in which microglia are potentially involved during AD development. Furthermore, multiplex ELISA confirmed the induction of several cytokines and chemokines in LPS-stimulated microglia that were also differentially expressed in the microarray and RNA-seq datasets. Overall, these data identify novel potential regulatory factors and biomarkers in the microglial response to AD.

## Results

### Transcriptome analyses of microglia in AD

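N9 is an immortalized microglial cell line derived from mouse brain, and lipopolysaccharide (LPS) is a component of the outer membrane of gram-negative bacteria that activates microglia. RNA from 3 samples of N9 microglia kept for 6 h with LPS at 1 µg/ml and from 3 samples of control cells was sequenced. For each of the 6 libraries the authors deposited the number of reads counted on each of 54532 genes, without normalization. The total count was 16589508, 17076527 and 17956772 in control replicates 1, 2 and 3, and 16363767, 17015639 and 16949647 in LPS replicates 1, 2 and 3. The 10 genes with the most counts took between 5.25% and 5.59% of each library. Within each group, every pair of libraries differed by more than the sampling noise (chi-square statistic per gene between 3.61 and 7.82), which includes any difference from library preparation. Each library was counted as a sample by its label. The paper's text names DESeq2 for the comparison. It does not name the aligner, the counting program, the handling of strand or the genome build, and the counts of overlapping genes and near-identical paralogs depend on these. Gene positions are given as the deposited table lists them. Of the 54495 genes that the table shares with GENCODE release M21 on the mouse build GRCm38, 53585 had the same chromosome, start and end. The counts were tested here with edgeR's quasi-likelihood test after TMM normalization, with factors from 0.9646 to 1.036, and adjusted p-values are Benjamini-Hochberg values from that test unless another is named. The test covered the 12296 genes that passed edgeR's filter on low counts. A gene was called a DEG at an adjusted p under 0.05 and an absolute log2 fold change over 1.5, the thresholds the paper states. Levels are given as CPM, the counts scaled to a common size of the TMM-normalized libraries, as mean ± SD over the 3 libraries of a group. Where all libraries of a group held 3 counts or fewer, the fold change is given as a lower bound against 3 counts. The filter matters most for genes with few counts. With 3 libraries against 3, a two-sided exact permutation test of a single gene cannot go below p = 0.1.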

Transcriptional analysis of LPS-stimulated N9 microglia versus non-stimulated control cells was performed using RNA-seq. 

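In LPS-stimulated versus control N9 microglia, edgeR called 326 DEG, of which 295 were up-regulated and 31 down-regulated. For 325 of them, every LPS library lay on one side of every control library. This held for 45.3% of all tested genes, where chance gives 10%. The share of 99.7% among DEG cannot be set against that 10%, since DEG were selected for a group difference. The choices that moved the count most did so in opposite directions. edgeR's test against a log2 fold change of 1.5 itself (glmTreat) called 183 DEG, with 181 up-regulated and 2 down-regulated, and edgeR without the filter on low counts, where the prior degrees of freedom were infinite, called 469. DESeq2 called 357 DEG, 323 up-regulated and 34 down-regulated. Leaving out each library in turn gave from 353 to 377 DEG. The number of down-regulated DEG moved more, to 49 without control replicate 1, 62 without LPS replicate 1, and 52 without either LPS replicate 2 or LPS replicate 3. Of the 354 genes in Additional File 1, 310 were called here, all 310 in the same direction. Of the other 44, 43 were below the filter on low counts. The remaining gene, Nek10, singled out after its values were seen, had a log2 fold change of -1.49 (standard error 0.40, edgeR adjusted p = 0.00907). With each library left out in turn, Nek10 ran from -1.85 to -1.07 and was called in 4 of the 6 fits. A further 16 genes were called here and are not in Additional File 1.

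**Figure D1:**
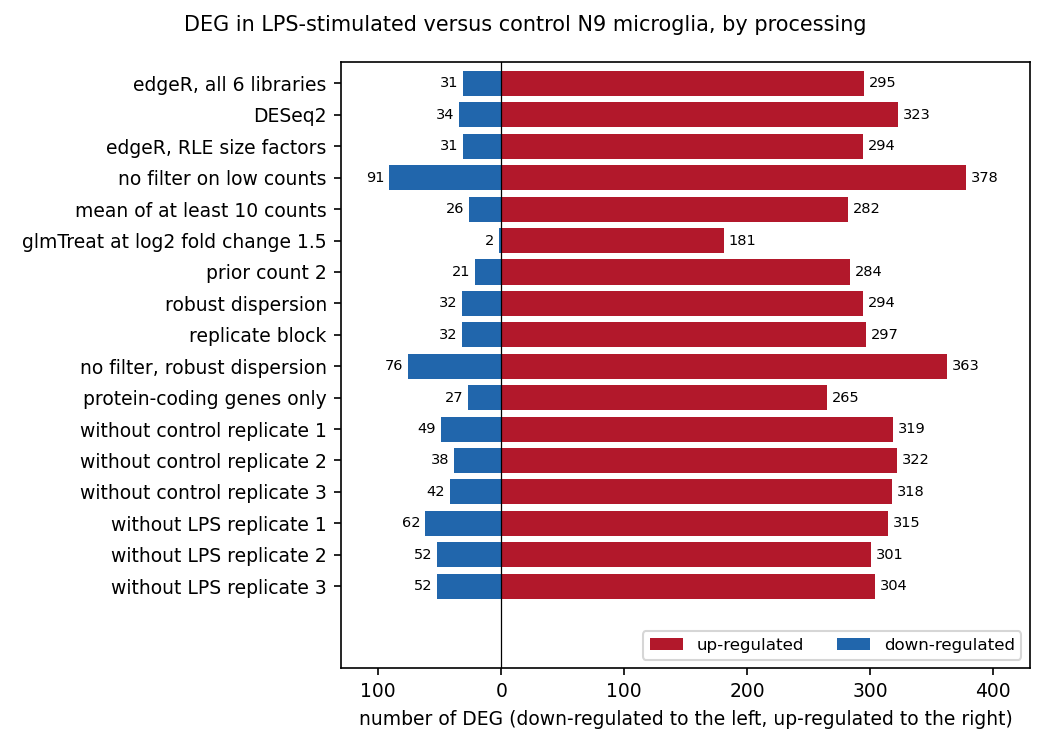
Number of DEG (horizontal axis) called under each way of processing the 6 libraries (vertical axis), with up-regulated genes to the right of 0 and down-regulated genes to the left. Up-regulated DEG ranged from 181 with glmTreat to 378 without a filter on low counts, where edgeR's prior degrees of freedom were infinite, and down-regulated DEG from 2 to 91 under the same settings; the fit with no filter and robust dispersion was added after the data were seen.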

A total of 354 significant DEG (log_2_FC > 1.5, FDR-adjusted *P*-value < 0.05) were identified with 323 up-regulated genes and 31 down-regulated genes (Fig. 1A and Additional File 1). Interleukin-1 alpha (*Il1α*) was the most up-regulated gene (log_2_FC = 9.70) and albumin (*Alb*) was the most down-regulated gene (log_2_FC = -7.62) (Table 1).

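Il1a (ENSMUSG00000027399) lies on chromosome 2 of GRCm38 from 129299610 to 129309972. It had 0, 0 and 1 counts in the control libraries and 282, 287 and 252 in the LPS libraries, which makes it at least 100-fold higher with LPS. The control libraries were also at or under 3 counts for Ifit3b, at least 241-fold higher, and Nos2, at least 120-fold higher, and such bounds do not rank these genes against each other. Reads of Ifit3b and its paralog Ifit3 could be divided between them by the authors' counting. Among genes counted above 3 in a library of each group, Rsad2 rose most, from 6.89 ± 1.2 to 1160 ± 76.3 CPM (SD, n = 3), a log2 fold change of 7.40 (standard error 0.09, edgeR adjusted p = 1.7e-16). Of the 20 genes in Table 1, 13 were tested and all were DEG, 10 up-regulated and 3 down-regulated. The paper picked them from these same libraries, so these calls are no independent support. The tested down-regulated genes were Tlr8, at a log2 fold change of -2.61 (standard error 0.58, edgeR adjusted p = 0.00271; -2.03 without LPS replicate 3, and with both other LPS libraries at or under 3 counts without LPS replicate 2), Abcd2 at -2.35 (standard error 0.29, edgeR adjusted p = 1.5e-05), and 4930473A02Rik, at least 4.55-fold lower. Alb (ENSMUSG00000029368) lies on chromosome 5 from 90460897 to 90476602. It had 2, 155 and 292 counts in control replicates 1, 2 and 3, and 2, 0 and 0 in LPS replicates 1, 2 and 3, so that control replicate 1 held as many as LPS replicate 1. Alb was at least 44.3-fold lower in the LPS group, or at least 24-fold without control replicate 3. With more than a few counts in only 2 libraries, Alb did not pass edgeR's filter. Of the 8 other fits that tested Alb, 7 called it, and its adjusted p ranged from 3.2e-75 to 0.182. The lowest came from edgeR without the filter, where the prior degrees of freedom were infinite and the gene's own spread had no weight. The highest came from the same fit with robust dispersion, a setting added after the data were seen. Gc had 1, 23 and 16 counts in the control libraries and 0 in every LPS library, at least 4-fold lower, or at least 2.48-fold without control replicate 2.

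**Figure D2:**
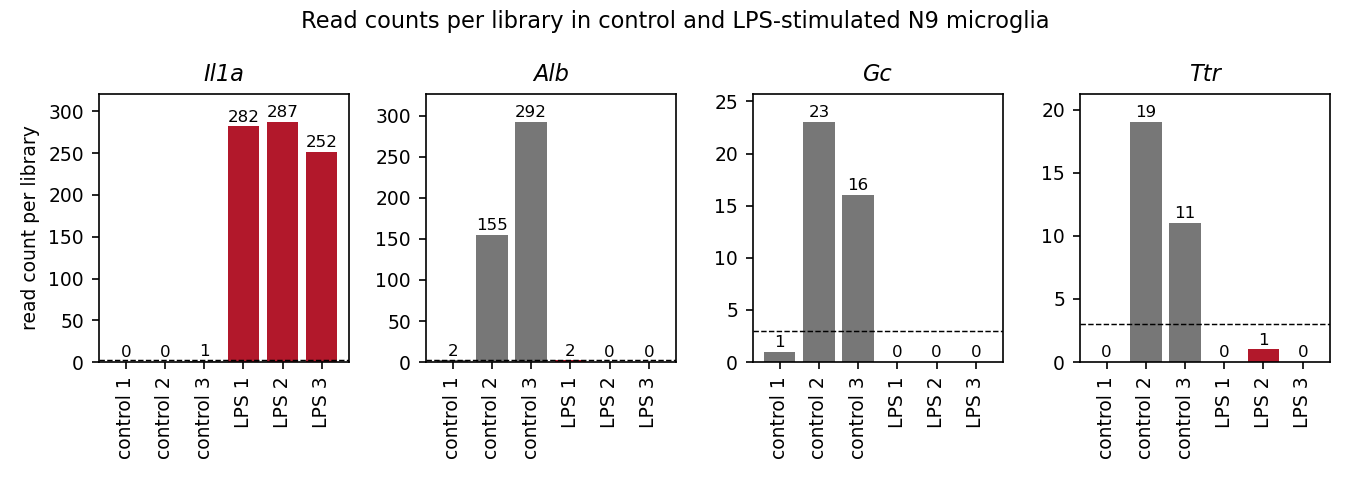
Read counts (vertical axis) of Il1a, Alb, Gc and Ttr in each of the 3 control libraries (grey) and 3 LPS libraries (red), with the dashed line at 3 counts. Il1a had 252 to 287 counts in every LPS library, whereas Alb, Gc and Ttr were above 3 counts only in control replicates 2 and 3.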

**Fig. 1:**
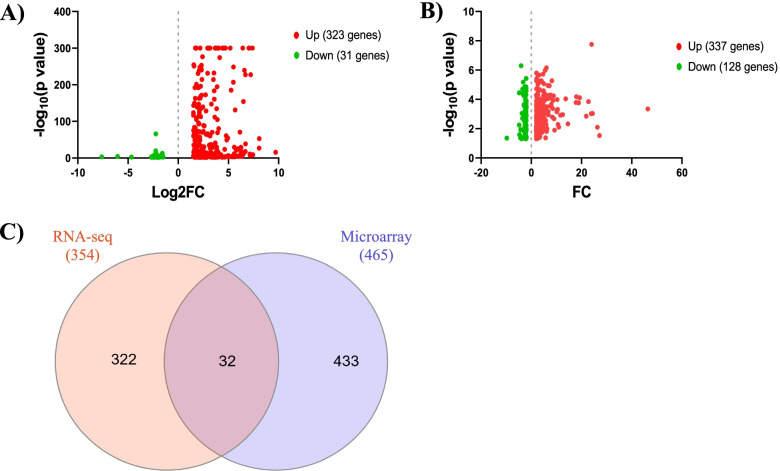
AD transcriptional alterations in microglia. **A** Scatter plot of significantly altered genes (log_2_FC > 1.5, FDR-adjusted *P*-value < 0.05) by RNA-seq in N9 microglia stimulated with LPS (1 µg/ml) for 6 h versus unstimulated control cells. **B** Scatter plot of significantly altered transcripts (FC > 2, FDR-adjusted *P*-value < 0.05) by microarray in microglia isolated from the brains of female 5XFAD mice versus wild-type mice (8 months old). For both scatter plots, up-regulated genes are shown in red and down-regulated genes are shown in green. **C** Venn diagram showing the 354 significantly altered genes in N9 microglia by RNA-seq, 465 significantly altered transcripts in murine microglia by microarray, and 32 significantly altered genes found in both the RNA-seq and microarray data

**Table 1:** Top 10 up-regulated and down-regulated genes in LPS-stimulated N9 microglia versus control cells determined by RNA-seq

Gene	Gene ID^a^	Gene Description	Log_2_FC
*Il1a*	27399	interleukin 1 alpha	9.70
*Ifit3b*	62488	interferon-induced protein with tetratricopeptide repeats 3B	8.08
*Nos2*	20826	nitric oxide synthase 2, inducible	8.07
*Col5a3*	04098	collagen, type V, alpha 3	7.44
*Rsad2*	20641	radical S-adenosyl methionine domain containing 2	7.39
*Gm19410*	09372	predicted gene, 19,410	7.39
*Ifit3*	74896	interferon-induced protein with tetratricopeptide repeats 3	7.21
*Il1f9*	44103	interleukin 1 family, member 9	7.15
*Trim30c*	78616	tripartite motif-containing 30C	7.13
*Ifit1*	34459	interferon-induced protein with tetratricopeptide repeats 1	7.06
*Alb*	29368	albumin	-7.62
*Gc*	35540	vitamin D binding protein	-6.04
*Ttr*	61808	transthyretin	-4.66
*BC021767*	85006	cDNA sequence BC021767	-2.68
*Tlr8*	40522	toll-like receptor 8	-2.65
*4930473A02Rik*	60029	RIKEN cDNA 4930473A02 gene	-2.55
*Fsbp*	94595	fibrinogen silencer binding protein	-2.51
*Nlrp1a*	69830	NLR family, pyrin domain containing 1A	-2.45
*Cgn*	68876	cingulin	-2.41
*Abcd2*	55782	ATP-binding cassette, sub-family D (ALD), member 2	-2.37

^a^All gene IDs start with ENSMUSG000000

We compared this data to publicly available data derived from sorted microglia from female 8-month-old wild-type and 5XFAD mice, a mouse model of AD which accumulates Aβ plaques [9]. Transcriptional analysis of microglia from 5XFAD versus wild-type mice was performed by microarray [10]. A total of 465 significant gene transcripts (FC > 2, FDR-adjusted *P*-value < 0.05) were identified with 337 up-regulated gene transcripts and 128 down-regulated gene transcripts (Fig. 1B and Additional File 2). Glycoprotein (transmembrane) nmb (*Gpnmb*) was the most up-regulated gene transcript (FC = 46.43) and X-linked lymphocyte-regulated 4B (*Xlr4b*) was the most down-regulated gene transcript (FC = -9.76) (Table 2).

**Table 2:** Top 10 up-regulated and down-regulated gene transcripts in 5XFAD versus wild-type mice determined by microarray

Gene	Gene ID^a^	Gene Description	FC
*Gpnmb*	031840	glycoprotein (transmembrane) nmb	46.43
*Ddx3y*	091190	DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked	27.16
*Spp1*	112747	secreted phosphoprotein 1	26.34
*Mamdc2*	036069	MAM domain containing 2	24.41
*Cst7*	089200	cystatin F (leukocystatin)	24.03
*Fabp3*	070532	fatty acid binding protein 3, muscle and heart	23.89
*Fabp5*	029046	fatty acid binding protein 5, epidermal	22.76
*Bhlhe40*	032194	basic helix-loop-helix family, member e40	21.89
*Hpse*	045617	heparanase	19.26
*Igf1*	121161	insulin-like growth factor 1	18.88
*Xlr4b*	114506	X-linked lymphocyte-regulated 4B	-9.76
*Gpr165*	033554	G protein-coupled receptor 165	-4.84
*Snord35b*	082833	small nucleolar RNA, C/D box 35B	-4.83
*Xist*	127786	inactive X specific transcripts	-4.70
*4933434E20Rik*	159064	RIKEN cDNA 4933434E20 gene	-4.35
*Snord61*	083176	small nucleolar RNA, C/D box 61	-4.25
*Bank1*	041577	B-cell scaffold protein with ankyrin repeats 1	-4.08
*Ttr*	075312	transthyretin	-3.90
*Fam71a*	171798	family with sequence similarity 71, member A	-3.76
*Il7r*	003981	interleukin 7 receptor	-3.73

^a^ All gene IDs start with ENSMUST00000

In total, 32 genes overlapped between the N9 RNA-seq experiment and 5XFAD microarray dataset (Fig. 1C). 

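Additional File 2 lists 465 array transcripts, which name 481 gene symbols. Of these symbols, 429 were in the count table and 310 were tested in N9 microglia. By symbol, 35 of the DEG called here were in that list. Of these, 31 were up-regulated in both, 2 (Serpinf1 and Tppp) were down-regulated in both, and 2 (Ccl7 and Etl4) changed in opposite directions. The shared count moved most with glmTreat, to 21, and lay from 34 to 37 with each library left out in turn. Additional File 1 in place of the DEG called here gave 36 shared genes. Matching 38 of the symbols through older names gave 38 shared genes, adding Acod1, Ifi207 and Ifi211, the last of which was named after its values were seen. Ccl7 rose from 43.5 ± 1.61 to 331 ± 18.7 CPM (SD, n = 3), a log2 fold change of 2.93 (standard error 0.06, edgeR adjusted p = 7.8e-15), beside the paper's array fold change of -2.08. The N9 changes that follow are also on the log2 scale, whereas the array fold changes are linear, with a minus sign for a decrease. Their sizes therefore cannot be compared directly. Etl4 changed by -1.91 (standard error 0.43, edgeR adjusted p = 0.0028), beside the paper's array fold change of 8.51. Tppp changed by -2.19 (standard error 0.47, edgeR adjusted p = 0.00205), or by -1.92 without LPS replicate 2, and the paper's array fold change is -2.09. Without LPS replicate 1, the other LPS libraries were at 3 counts of Tppp each, so that a fitted size would be no measure of its decrease. Serpinf1, singled out after its values were seen, changed by -1.95 (standard error 0.55, edgeR adjusted p = 0.0125) and was called in 4 of the 6 fits that left out one library. Znfx1 rose by 1.83 (standard error 0.06, edgeR adjusted p = 4.7e-12). Among the tested symbols, 31 of 249 up-regulated on the array (12.4%) were up-regulated DEG in N9 microglia, against 1 of 61 down-regulated on the array (1.64%). The odds ratio was 8.53 (Fisher's exact test, two-sided, p = 0.00908), with the reservation that genes are not independent replicates. In the other of 2 such tests, which counted genes higher with LPS at an adjusted p under 0.05 and any fold change, the shares were 44.2% and 18% (odds ratio 3.6, Fisher's exact test, two-sided, p = 1.3e-04). Adjustment over both tests leaves the larger p unchanged.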

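Of the 32 genes in Table 3, 30 were tested in N9 microglia, and all 30 were up-regulated DEG with every LPS library above every control library. Their log2 fold changes ran from 1.52 for Plaur to 7.21 for Ifit3, with a median of 2.57. The highest adjusted p among them was 0.00441 by edgeR, for Cd69. Of the 30, 27 were called in all 6 fits that left out one library. Bcl2a1d and C3 fell below the threshold without control replicate 1, and Plaur without control replicate 2. Gm1966 (ENSMUSG00000073902), an unprocessed pseudogene in the deposited table whose reads could be shared with related genes, was below the filter, with 3, 4 and 3 counts in the control libraries and 7, 24 and 19 in the LPS libraries. All 8 fits that tested Gm1966 called it up-regulated, with an adjusted p from 9.3e-04 to 0.0215. Ttr, the other untested gene, was also below the filter. Of the 30, Bcl2a1d, C3, Cd300lf, Cd69, Cd83, Gvin1, Itga5, Mmp12, Olr1, Plaur and Rab11fip1 were not called by glmTreat. The paper picked the genes of Table 3 as DEG in these same libraries, so the calls here are no independent support.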

Of the 32 total genes, 31 were up-regulated and only one was down-regulated (Table 3). 

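Cxcl10 (ENSMUSG00000034855), on chromosome 5 of GRCm38 from 92346638 to 92348889, rose from 1.58 ± 0.289 to 208 ± 18.6 CPM (SD, n = 3) with LPS, a log2 fold change of 7.04 (standard error 0.11, edgeR adjusted p = 1.1e-15). Cxcl2 (ENSMUSG00000058427), on the same chromosome from 90903871 to 90905938, rose from 1.13 ± 0.286 to 109 ± 2.29 CPM, by 6.60 on the log2 scale (standard error 0.10, edgeR adjusted p = 1.1e-15). Il1b (ENSMUSG00000027398), on chromosome 2 from 129364570 to 129371139, had 3, 5 and 0 counts in the control libraries and 155, 172 and 122 in the LPS libraries. Its log2 fold change of 5.88 (standard error 0.38, edgeR adjusted p = 1.2e-08) therefore rests on few control counts, and it was 5.28 without control replicate 3. Without control replicate 2, the other control libraries were at or under 3 counts. Tnf (ENSMUSG00000024401), on chromosome 17 from 35199381 to 35202007, rose from 15.8 ± 1.51 to 233 ± 4.37 CPM, by 3.88 (standard error 0.06, edgeR adjusted p = 1.6e-15). For these 4 genes every LPS library was above every control library. Ifit3, an interferon-induced gene, had the highest log2 fold change among the tested genes of Table 3.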

The majority of the most up-regulated genes were cytokines and chemokines involved in inflammation (*Cxcl10*, *Cxcl2*, *Il1β*,* Tnf*). 

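Ttr (ENSMUSG00000061808) lies on chromosome 18 of GRCm38 from 20665250 to 20674324. It had 0, 19 and 11 counts in control replicates 1, 2 and 3, and 0, 1 and 0 in LPS replicates 1, 2 and 3. The groups overlap, since control replicate 1 lay below LPS replicate 2. Against 3 counts, Ttr was at least 3-fold lower in the LPS group, or at least 1.6-fold without control replicate 2. At a mean of 5.17 counts per library it was below the filter on low counts.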

Transthyretin (*Ttr*) was the only down-regulated gene common to both datasets.

**Table 3:** Genes found in both the RNA-seq and microarray experiments

Gene	Gene ID^a^	Gene Description	RNA-seq Log_2_FC	Microarray FC
*Ifit3*	74896	interferon-induced protein with tetratricopeptide repeats 3B	7.21	2.21
*Cxcl10*	34855	chemokine (C-X-C motif) ligand 10	7.04	3.08
*Cxcl2*	58427	chemokine (C-X-C motif) ligand 2	6.60	3.72
*Il1b*	27398	interleukin 1 beta	5.94	7.76
*Oasl2*	29561	2'-5' oligoadenylate synthetase-like 2	5.18	4.29
*Ifit2*	45932	interferon-induced protein with tetratricopeptide repeats 2	4.58	3.15
*Ifi204*	73489	interferon activated gene 204	4.13	2.70
*Tnf*	24401	tumor necrosis factor	3.87	2.41
*Slfn5*	54404	schlafen 5	3.67	3.57
*Prdm1*	38151	PR domain containing 1, with ZNF domain	3.29	2.57
*Slfn2*	72620	schlafen 2	3.16	2.25
*Il1rn*	26981	interleukin 1 receptor antagonist	2.99	4.35
*Cd83*	15396	CD83 antigen	2.97	2.17
*Gvin1*	45868	GTPase, very large interferon inducible 1	2.82	2.20
*Phlda1*	20205	pleckstrin homology like domain, family A, member 1	2.75	3.85
*Gm1966*	73902	predicted gene 1966	2.44	2.19
*Gpr84*	63234	G protein-coupled receptor 84	2.39	2.02
*Cd69*	30156	CD69 antigen	2.36	9.28
*Slc7a11*	27737	solute carrier family 7 (cationic amino acid transporter, y + system), member 11	2.31	2.59
*Cd274*	16496	CD274 antigen	2.09	5.72
*Irak3*	20227	interleukin-1 receptor-associated kinase 3	2.06	2.20
*Serpine1*	37411	serine (or cysteine) peptidase inhibitor, clade E, member 1	2.03	4.16
*Mmp12*	49723	matrix metallopeptidase 12	1.77	2.73
*Tlr2*	27995	toll-like receptor 2	1.77	2.70
*Olr1*	30162	oxidized low density lipoprotein (lectin-like) receptor 1	1.75	2.70
*Rab11fip1*	31488	RAB11 family interacting protein 1 (class I)	1.66	2.42
*Cd300lf*	47798	CD300 molecule like family member F	1.63	3.45
*C3*	24164	complement component 3	1.59	2.12
*Itga5*	00555	integrin alpha 5 (fibronectin receptor alpha)	1.57	4.85
*Bcl2a1d*	99974	B cell leukemia/lymphoma 2 related protein A1d	1.53	4.05
*Plaur*	46223	plasminogen activator, urokinase receptor	1.51	3.60
*Ttr*	61808	transthyretin	-4.66	-3.9

^a^All gene IDs start with ENSMUSG000000

### Pathway and functional prediction of microglia in AD

Geno ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) analyses were performed on the 32 genes found in both the RNA-seq and microarray datasets. Biological Process (BP) GO indicated the DEG participated in immune system process (*Oasl2*, *Cd300lf*, *Prdm1*, *C3*,* Ifit2*, *Ifit3*, *Olr1*, *Tlr2*), immune response (*Oasl2*, *Cd274*, *Cxcl10*,* Cxcl2*,* Il1β*, *Tlr2*, *Tnf*), positive regulation of interleukin-8 (*Il1β*, *Serpine1*, *Tlr2*, *Tnf*), response to LPS (*Cxcl10*,* Cxcl2*,* Il1β*,* Irak3*, *Tlr2*, *Tnf*), inflammatory response (*Cxcl10*, *Cxcl2*, *C3*, *Il1β*, *Olr1*,* Tlr2*,* Tnf*), positive regulation of gene expression (*Prdm1*, *Il1β*,* Plaur*,* Serpine1*,* Tlr2*,* Tnf*), innate immune response (*Oasl2*,* Prdm1*,* C3*, *Ifit2*, *Ifit3*, *Tlr2*), regulation of cell proliferation (*Prdm1*,* Cxcl10*, *Cxcl2*, *Serpine1*,* Tnf*), positive regulation of NF-kappaB transcription factor activity (*Il1β*,* Irak3*,* Tlr2*, *Tnf*), positive regulation of apoptotic process (*Bcl2a1d*,* Ifit2*, *Il1β*,* Phlda1*,* Tnf*), positive regulation of protein phosphorylation (*C3*, *Il1β*, *Plaur*, *Tnf*), negative regulation of cell proliferation (*Ifit3*, *Il1β*,* Slfn2*,* Tlr2*,* Tnf*), cellular response to LPS (*Cxcl10*,* Cxcl2*, *Serpine1*, *Tnf*), negative regulation of gene expression (*Prdm1*,* Il1β*,* Serpine1*, *Tnf*), and signal transduction (*Cd274*,* Cd83*,* Gpr84*,* Irak3*,* Tlr2*,* Tnf*) (Fig. 2A). 

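All 8 genes that the paper lists under immune system process were up-regulated DEG in N9 microglia, with a median log2 fold change of 2.51. Of these, 7 were called in every fit that left out one library, and C3 was not. Oasl2 rose from 4.58 ± 0.996 to 167 ± 8.21 CPM (SD, n = 3), by 5.19 on the log2 scale (standard error 0.09, edgeR adjusted p = 4.2e-15). Prdm1 had 3, 4 and 2 counts in the control libraries and 22, 29 and 30 in the LPS libraries, a log2 fold change of 3.25 (standard error 0.44, edgeR adjusted p = 3.6e-05). The 6 genes under response to LPS were all DEG, from 1.78 for Tlr2 upwards, with a median of 4.88. Every GO group here and below holds genes of Table 3 alone. The paper picked these as DEG in the same libraries, so their calls are no independent support for any group.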

Cellular Component (CC) GO indicated the DEG were located in the external side of plasma membrane (*Cd274*, *Cd69*, *Cd83*, *Cxcl10*, *Itga5*, *Tlr2*, *Tnf*), extracellular region (*Cxcl10*, *Cxcl2*, *C3*, *Il1β*, *Il1rn*, *Mmp12*, *Olr1*, *Plaur*, *Serpine1*, *Ttr*, *Tnf*), extracellular space (*Cxcl10*, *Cxcl2*, *C3*, *Il1β*, *Il1rn*, *Serpine1*, *Ttr*, *Tnf*), cell surface (*Cd274*, *Itga5*, *Slc7a11*, *Tlr2*, *Tnf*), and cytoplasmic vesicle (*Rab11fip1*, *Itga5*, *Il1β*, *Phlda1*, *Tlr2*) (Fig. 2B). 

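The 7 genes on the external side of the plasma membrane were all up-regulated DEG, each called in every fit that left out one library. Their depth differed. Cd274 rose from 18.7 ± 1.36 to 80.1 ± 4.09 CPM (SD, n = 3), by 2.10 on the log2 scale (standard error 0.07, edgeR adjusted p = 5.0e-12). Itga5 rose from 229 ± 13.9 to 685 ± 20.1 CPM, by 1.58 (standard error 0.05, edgeR adjusted p = 1.7e-12). Cd69 had 1, 5 and 4 counts in the control libraries and 11, 13 and 23 with LPS, and its log2 fold change of 2.32 had a standard error of 0.55. Cd83 had 2, 2 and 4 counts against 24, 13 and 20, and its log2 fold change of 2.91 had a standard error of 0.51. Of the 11 genes in the extracellular region, 10 were tested and all 10 were up-regulated DEG, whereas Ttr was below the filter.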

Molecular Function (MF) GO indicated the DEG were involved in cytokine activity (*Cxcl10*, *Cxcl2*, *Il1β*, *Il1rn*, *Tnf*), CXCR chemokine receptor binding (*Cxcl10*, *Cxcl2*), protein binding (*Cd274*, *Cd300lf*, *Prdm1*, *C3, Itga5*, *Ifi204*, *Ifit3*, *Irak3*, *Plaur*, *Serpine1*, *Tlr2*, *Ttr*, *Tnf*), interleukin-1 receptor binding (*Il1β*, *Il1rn*), and protein heterodimerization activity (*Bcl2a1d*, *Irak3*, *Tlr2*, *Ttr*) (Fig. 2C).

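All 5 genes under cytokine activity were up-regulated DEG. The smallest change among them was that of Il1rn (ENSMUSG00000026981), which was also the most abundant. It rose from 163 ± 3.91 to 1304 ± 41.9 CPM (SD, n = 3), a log2 fold change of 3.00 (standard error 0.04, edgeR adjusted p = 2.5e-16) that stayed between 2.98 and 3.02 with each library left out in turn.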

**Fig. 2:**
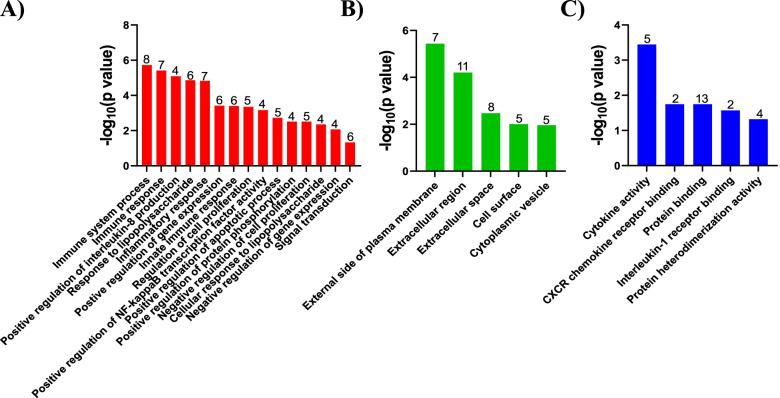
GO enrichment analysis. Biological function analyses for the 32 genes found in both the RNA-seq and microarray experiments was performed using DAVID. Analyses were performed for Biological Process (BP) (**A**), Cellular Component (CC) (**B**), and Molecular Function (MF) (**C**). Pathways are shown in descending order based on –log_10 _*P*-values. The number of genes associated with each GO term is shown above each bar. Only GO terms with a *P*-value < 0.05 are shown

KEGG analysis was performed on the 32 common genes found in both the microarray and RNA-seq datasets to identify pathways associated with AD. KEGG identified a total of seven pathways (*P* < 0.05) associated with the 32 genes (Fig. 3). 

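The genes of Table 3 that the paper's KEGG analysis assigns to pathways were all up-regulated DEG in N9 microglia. They were picked as DEG in these same libraries, so these calls are no independent support for the pathways. In the toll-like receptor pathway, whose 4 genes were all called in every fit that left out one library, Tlr2 rose from 123 ± 4.39 to 424 ± 4.05 CPM (SD, n = 3; standard error 0.04 on the log2 scale, edgeR adjusted p = 1.6e-13). The 4 genes of the TNF pathway had a median log2 fold change of 6.24. The 4 genes of the phagosome pathway, C3, Itga5, Olr1 and Tlr2, lay close together, with a median of 1.67, and none of C3, Itga5 and Olr1 was called by glmTreat, which tests against a log2 fold change of 1.5 itself. In the complement and coagulation pathway, C3 rose from 28.2 ± 3.95 to 85.1 ± 6.37 CPM, by 1.59 (standard error 0.09, edgeR adjusted p = 1.7e-09), and had a log2 fold change of 1.48 in the lowest of the fits that left out one library.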

The pathways included toll-like receptor signaling (*Tlr2*, *Tnf*, *Il1β*, *Cxcl10*), TNF signaling (*Cxcl10*, *Cxcl2*, *Il1β*, *Tnf*), phagosome (*C3*, *Itga5*, *Olr1*, *Tlr2*), NOD-like receptor signaling (*Cxcl2*, *Il1β*, *Tnf*), cytokine-cytokine receptor interaction (*Cxcl10*, *Cxcl2*, *Il1β*, *Tnf*), complement and coagulation cascades (*C3*, *Plaur*, *Serpine1*), and NF-kappa B signaling (*Bcl2ald*, *Il1β*, *Tnf*).

**Fig. 3:**
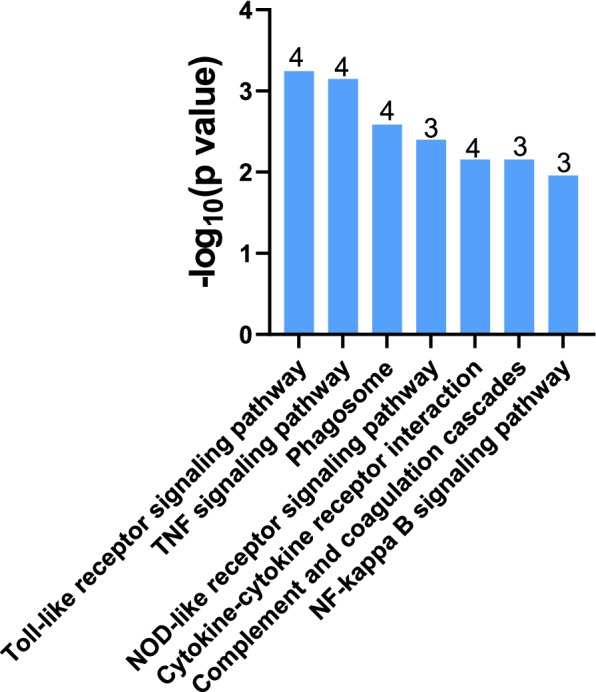
KEGG pathway enrichment analysis. KEGG pathway analysis was performed on the 32 genes found in both the RNA-seq and microarray data using DAVID. Pathways are shown in descending order based on –log_10 _*P*-values. The number of genes associated with each pathway is shown above each bar. Only pathways with a *P*-value < 0.05 are shown

To further understand the interactions of the DEG, we performed protein–protein interaction (PPI) analysis on the 32 genes found in both the RNA-seq and microarray datasets using STRING. For the analysis, text mining, experiments, and databases were chosen for the interaction sources, and the high confidence value of 0.700 was selected as the minimum required interaction score threshold. Of the proteins encoded by the 32 identified DEG, two distinct networks emerged with 15 proteins in one network (IL1β, Irak3, Il1rn, Cxcl2, Cxcl10, Tnf, Tlr2, Olr1, Cd83, Cd69, Cd274, Serpine1, Plaur, Itga5, Mmp12), three proteins in the second network (Ifit2, Ifit2, Oasl2), and 13 of the proteins not clustering (Fig. 4). 

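All 15 genes of the first network were up-regulated DEG in N9 microglia, with a median log2 fold change of 2.10, and 14 of them were called in every fit that left out one library. Irak3 rose from 4.68 ± 0.139 to 19.7 ± 0.98 CPM (SD, n = 3), by 2.07 on the log2 scale (standard error 0.11, edgeR adjusted p = 1.6e-09). Mmp12, at 13, 10 and 16 counts in the control libraries and 35, 40 and 47 with LPS, rose by 1.77 (standard error 0.30, edgeR adjusted p = 3.4e-04). Of this network, Mmp12, Olr1, Cd83, Cd69, Plaur and Itga5 were not called by glmTreat. The second network is printed with Ifit2 in 2 places, and Ifit3 was taken for one of them here. Ifit2, Ifit3 and Oasl2 were called in every such fit. Both networks were built from genes picked as DEG in these same libraries, so these calls are no independent support for them.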

The database did not recognize predicted gene 1966 (*Gm1966*). The results suggest that the given proteins were highly enriched (*P* < 1 × 10^–16^).

**Fig. 4:**
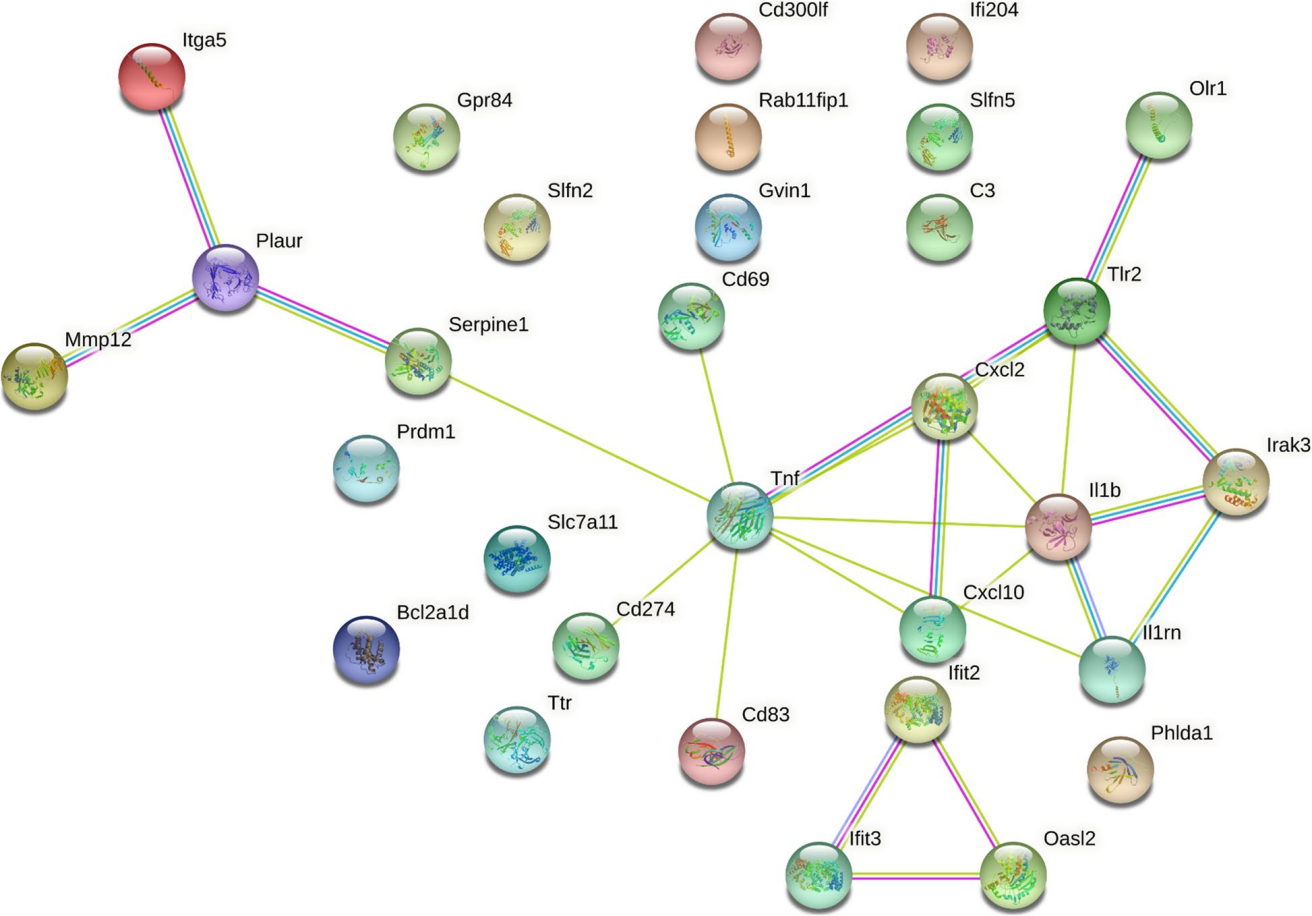
PPI analysis using STRING. STRING analysis was performed on the 32 genes found in both the RNA-seq and microarray data. For the analysis, text mining, experiments, and databases were chosen for active interaction sources, and a high value of 0.700 was selected as the minimum required interaction score. Line colors represent known interactions from curated databases (blue), experimentation (purple) and text mining (yellow)

### Secretion of cytokines and chemokines by microglia

Since so many DEG were cytokines and chemokines associated with inflammation, we performed multiplex ELISAs (22-plex) on supernatants from LPS-stimulated bone marrow-derived macrophages (BMDM), primary microglia, and N9 microglia. 

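By the gene descriptions in the deposited table, 40 of the 12296 tested genes were chemokine ligands, interleukins, tumor necrosis factors, colony stimulating factors or interferons (0.325%), leaving out receptors and binding, regulatory or induced proteins except a receptor antagonist. Of these, 18 were DEG (45%), and all 18 were up-regulated. They made up 5.52% of the 326 DEG, an odds ratio of 31.7 (Fisher's exact test, two-sided, p = 1.8e-18), with genes not being independent replicates. DESeq2 gave 21 such DEG, and leaving out each library in turn gave from 17 to 20. The 18 include Ccl2, which rose from 203 ± 10.3 to 673 ± 13.9 CPM (SD, n = 3), Ccl3, which rose from 199 ± 6.48 to 585 ± 26.9 CPM, and Ccl5, which rose from 0.399 ± 0.262 to 28.2 ± 2.79 CPM. Csf3, singled out after its values were seen, was at least 42.2-fold higher with LPS. One of the 18, Isg20, also singled out after its values were seen, was taken in by the word interferon in its description. From the number of cytokines and chemokines among the DEG, the paper reasoned that their secretion should be measured.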

In BMDM, IL-α, IL-1β, IL-2, IL-5, IL-6, IL-10, IL-12, MCP-1, IFN-γ, TNF-α, MIP-1α, GM-CSF, RANTES, KC, MDC, TARC, and TCA-3 showed significant induction when stimulated with LPS versus non-stimulated control cells (Additional File 3). In primary microglia, IL-6, IL-12, TNF-α, MIP-1α, GM-CSF, RANTES, KC, and MCP-1 all showed significant induction in LPS-stimulated primary microglia versus non-stimulated control cells (Fig. 5). In N9 microglia, IL-6, MCP-1, TNF-α, MIP-1α, and RANTES all showed significant induction in LPS-stimulated N9 microglia versus non-stimulated control cells (Fig. 6). Cytokines and chemokines from BMDM, primary microglia, and N9 microglia that showed no significant difference between LPS-stimulated and control cells are shown in Additional File 4.

**Fig. 5:**
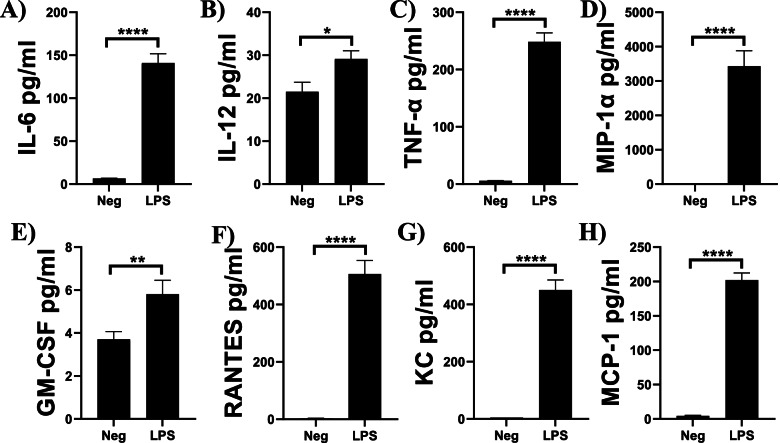
Cytokines and chemokines induced by LPS in primary microglia. Primary microglia were stimulated with LPS (50 ng/ml) for 6 h. Supernatants were collected and assayed for 22 cytokines and chemokines using a multiplex assay. Experiments were performed in triplicate. Results are from three independent experiments. Data are shown as mean ± SEM. ****P ≤ 0.0001, **P ≤ 0.01, *P ≤ 0.05

**Fig. 6:**
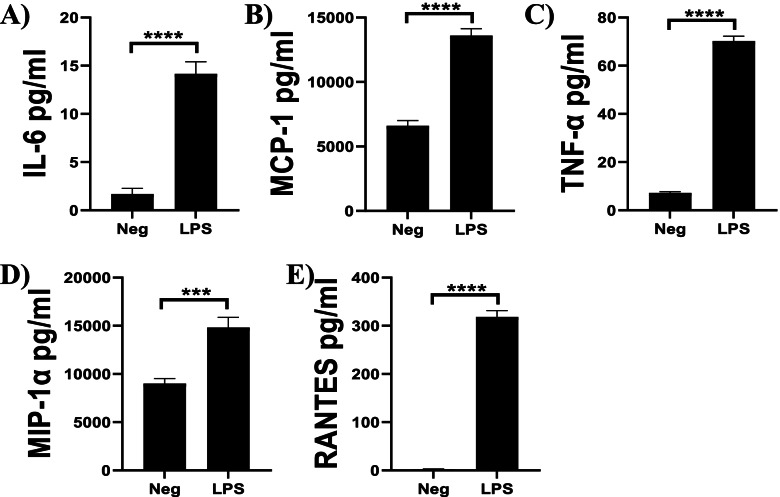
Cytokines and chemokines secreted by N9 microglia following LPS stimulation. N9 microglia were stimulated with LPS (1 µg/ml) for 6 h. Supernatants were collected and assayed for 22 cytokines and chemokines using a multiplex assay. Experiments were performed in triplicate. Results are from three independent experiments. Data are shown as mean ± SEM. ****P ≤ 0.0001, ***P ≤ 0.001

## Discussion

A thorough understanding of the molecular characteristics and regulatory pathways of microglia is essential to develop therapeutic strategies for AD. Accordingly, numerous studies have performed transcriptome analyses to elucidate the role of specific genes in microglia important in AD neuropathology, including Trem2 and ApoE [7, 10–13]. Other studies have investigated the transcriptome of microglia under distinct biological activities, such as Aβ plaque phagocytosis [14], tau pathology [15] and metabolism [16]. In this study, we used a two-pronged approach to determine DEG in AD and inflammation. First, we determined the DEG in microglia from 5XFAD mice versus wild-type mice by microarray. We then determined the DEG in LPS-stimulated microglia using RNA-seq. Altogether, 32 DEG overlapped between the two datasets.

Neuroinflammation by microglia is hypothesized to exacerbate AD neuropathology [17]. In our study, several immunological pathways associated with inflammation were identified in AD-associated microglia that correlated with DEG of well-known pro-inflammatory cytokines and chemokines, such as IL-1β, TNF, CXCL10, and CXCL2. Caspase-1 dependent IL-1β secretion occurs during NLRP3 inflammasome activation, and activation of the inflammasome has emerged as an important mechanism in chronic neuroinflammation in AD [18]. Furthermore, immunotherapies blocking inflammasome activation are being investigated for use in AD and other inflammatory diseases [19–21]. BP GO analysis also identified *Olr1* as an inflammatory and immune system response gene. 

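In N9 microglia, Olr1 (ENSMUSG00000030162), on chromosome 6 of GRCm38 from 129485244 to 129507165, had 21, 21 and 15 counts in the control libraries and 58, 59 and 59 in the LPS libraries. It rose from 1.07 ± 0.232 to 3.62 ± 0.0468 CPM (SD, n = 3), a log2 fold change of 1.75 (standard error 0.25, edgeR adjusted p = 7.5e-05). The change stayed between 1.57 and 1.84 with each library left out in turn.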

Several studies suggest a role for *Olr1* in lipid metabolism, and genetic variation in *Olr1* as a risk factor for AD [22–24], but little is known about *Olr1* in AD-associated neuroinflammation. Furthermore, *Olr1* was recognized as a gene involved in the phagosome pathway by KEGG, suggesting an important role in multiple AD pathogenic processes.

Genes not previously characterized in AD were identified by KEGG to be involved in molecular signaling pathways important in AD development. The B cell leukemia/lymphoma 2 related protein A1d (*Bcl2a1d*) was identified as being involved in the nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) signaling pathway. 

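In N9 microglia, Bcl2a1d (ENSMUSG00000099974), on chromosome 9 of GRCm38 from 88723285 to 88731914, rose from 4.45 ± 0.291 to 13 ± 0.411 CPM (SD, n = 3). The log2 fold change of 1.54 (standard error 0.13, edgeR adjusted p = 1.8e-07) is close to the threshold, and it was not called without control replicate 1 or by glmTreat. Bcl2a1d has close paralogs, and the authors' counting could divide reads among them. Both paralogs below were singled out after their values were seen. Bcl2a1b, on the same chromosome from 89199209 to 89207827, rose by 1.22 (standard error 0.26, edgeR adjusted p = 0.00166) and was not a DEG. Bcl2a1a had 1 count in a single LPS library and none in the others.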

Activation of NF-κB is an important mechanism in chronic neuroinflammation that significantly increases AD pathology [25]. Furthermore, the plasminogen activator, urokinase receptor (*Plaur*) was recognized as being associated with complement and coagulation cascades. 

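In N9 microglia, Plaur (ENSMUSG00000046223), on chromosome 7 of GRCm38 from 24462484 to 24475968, rose from 43.3 ± 1.75 to 124 ± 1.27 CPM (SD, n = 3; standard error 0.05 on the log2 scale, edgeR adjusted p = 3.9e-12). The difference is far larger than the spread between libraries, and its size lies at the threshold. With each library left out in turn, the log2 fold change ran from 1.48 to 1.53, and it fell below 1.5 without control replicate 2.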

Complement and coagulation cascades are associated with blood–brain barrier dysfunction and AD progression in mice [26] and humans [27]. Characterization of these genes in the context of AD could further our understanding of the underlying regulatory mechanisms in AD pathogenesis.

Biomarkers can be a useful tool to predict and diagnosis a variety of neurological disorders, including AD [28]. In our study, the only down-regulated gene amongst the 32 DEG was transthyretin (*Ttr*). Indeed, Ttr has been implicated in numerous processes associated with AD, including Aβ binding [29], Aβ transport at the blood–brain barrier (BBB) [30], toxicity [31, 32], and neuroprotection by interfering with Aβ formation [29, 33, 34]. 

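The fits that tested Ttr in N9 microglia rested on its counts in control replicates 2 and 3. As all LPS libraries were at or under 3 counts, their fitted fold changes are no measure of its size. DESeq2 called it (adjusted p = 0.0191), as did edgeR without the filter, where the prior degrees of freedom were infinite (adjusted p = 7.2e-04). Over the 7 fits that tested it, the adjusted p ranged from 7.2e-04 to 0.079. It was called in 4 of them and not in the fits without LPS replicate 1, 2 or 3. Tppp was down-regulated in both N9 microglia and the 5XFAD list in every fit compared with that list except glmTreat. Serpinf1 was so too with edgeR on all libraries, and not with DESeq2, glmTreat, a prior count of 2, a filter at a mean of 10 counts, or without LPS replicate 2 or 3.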

Ttr has been previously identified as being decreased in the cerebral spinal fluid (CSF) [35] and blood [36–38] of AD patients, and is being investigated as a blood biomarker for AD [38, 39]. 

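In N9 microglia, Ifit3 (ENSMUSG00000074896), on chromosome 19 of GRCm38 from 34583531 to 34588731, rose from 0.884 ± 0.114 to 131 ± 10.8 CPM with LPS (SD, n = 3; standard error 0.11 on the log2 scale, edgeR adjusted p = 1.2e-15). Its paralog Ifit3b lies on the same chromosome from 34607970 to 34613401, and reads of the pair could be divided by the authors' counting. Ifit2, from 34550694 to 34576419 on the same chromosome, rose from 13.8 ± 0.594 to 333 ± 12.3 CPM, by 4.59 on the log2 scale (standard error 0.06, edgeR adjusted p = 1.9e-16). Slfn5, on chromosome 11 from 82951349 to 82964840, rose from 19.1 ± 1.46 to 243 ± 16.9 CPM, by 3.67 (standard error 0.07, edgeR adjusted p = 6.7e-15). These 3 genes and Cxcl10, Cxcl2, Il1b and Oasl2 were called in every fit that left out one library. On the array, the paper's linear fold change is 2.21 for Ifit3, 3.15 for Ifit2 and 3.57 for Slfn5.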

Several other DEG in our study could also potentially be used as biomarkers due to their high-level of differential expression between groups (greater than threefold in both assays), including *Ifit3*, *Cxcl10*, *Cxcl2, Il1β*, *Oasl2*, *Ifit2*, and *Slfn5*. Further investigation will be needed, as clinically useful biomarkers for AD should be inexpensive, non-invasive, reliably detectable and able to distinguish AD from other forms of dementia [40].

There are several limitations of our study which are common to most studies directed at identifying dynamic alterations in gene expression networks in AD. Microgliosis is a hallmark of AD neuropathology, resulting in large numbers of microglia concentrated around Aβ plaques [41]. Since the role of microglia in AD is not fully understood, it is difficult to ascertain whether the altered genes identified in our study are involved in disease progression or in the neuroprotective microglia response. Another caveat to our study is that murine microglia were used in both experiments. Although the value of murine microglial research in AD cannot be overstated, the transcriptional signature of microglia in human AD is drastically different than that of murine microglia [11, 42]. When comparing human and mouse AD models, transgenic mice overexpress Aβ in a non-physiological manner, resulting in rapid Aβ accumulation and a higher plaque burden when compared to human AD [43, 44]. Although the 5XFAD mouse model does not perfectly recapitulate human disease studies, comparing the microglial response in humans and mice have been mixed, with some indicating that the response may be different [11, 42] and some studies indicating that the microglial response in both humans and mice may be similar [7, 45]. This is likely due to differences in the complexity of human disease where both plaques and neurofibrillary tangles are present compared to the 5XFAD mice in which only plaques form. Therefore, in vitro and in vivo models of AD remain powerful tools to begin to dissect underlying microglial gene regulatory mechanisms in early AD pathology.

## Conclusions

In summary, we identified 465 DEG in 5XFAD versus wild-type mice by microarray, 354 DEG in LPS-stimulated N9 microglia versus unstimulated control cells using RNA-seq, with 32 DEG common between both data sets. Analyses of the 32 DEG uncovered numerous molecular functions and pathways involved in Aβ phagocytosis and neuroinflammation associated with AD that may be further investigated. Furthermore, multiplex ELISA confirmed the induction of several cytokines and chemokines in LPS-stimulated microglia. Overall, these data identified several regulatory factors and biomarkers in microglia that could be useful in further understanding AD neuropathology.

## Methods

### Ethical approval and consent to participate

All methods were carried out in accordance with relevant local and University of Wisconsin guidelines and regulations. All animals were handled in accordance with the Animal Research: Reporting of in vivo Experiments (ARRIVE) guidelines and the University of Wisconsin’s Institutional Animal Care and Use Committee policies and our approved protocols.

### Cell culture assays

BMDM were prepared as previously described [19]. Briefly, tibias were removed from wild-type C57BL/6J mice (6–10 months old) (The Jackson Laboratory), flushed with complete RPMI media supplemented with 20% L-cell conditioned media (LCCM) [19], and cultured for 4–7 days prior to use. Differentiated BMDM were seeded at a cell density of 400,000 cells/well in a 24-well tissue culture plate. Cells were stimulated with ultrapure LPS (50 ng/ml) from *Escherichia coli* O111:B4 (InvivoGen) for 6 h. Supernatants were flash frozen on dry ice and stored at -80℃ until use.

Microglia were prepared from wild-type C57BL/6J mice (5–8 months old) (The Jackson Laboratory) as previously described [7]. Microglia were isolated using Magnetic Activated Cell Sorting (MACS, Miltenyi Biotec) according to manufacturer’s instructions. Briefly, mice were perfused with cold PBS containing 0.1% heparin. Brains were collected in C-tubes (Miltenyi Biotec, Cat. No. 130–096-334) and dissociated using a Neural Tissue Dissociation Kit (T) (Miltenyi Biotec, Cat. No. 130–093-231). Cell suspensions were filtered through a 70 µM cell strainer (Corning Falcon™, Cat. No. 352350). Microglia were labeled with anti-mouse CD45 magnetic beads (Miltenyi Biotec, Cat. No. 130–052-301) and isolated on LS columns (Miltenyi Biotec, Cat. No. 130–042-401). LS columns were washed three times with MACS buffer (PBS containing 0.5% BSA and 1 mM EDTA) before elution. This method allows for preparation of microglial cultures of high purity (> 95%). Purity of isolated microglia are routinely confirmed by flow cytometry. Approximately 50,000 microglia/well were seeded on poly-L-lysine coated 24-well plates in complete RPMI media supplemented with 20% LCCM [19] and human TGF-β (10 ng/ml) (PeproTech, Cat. No. 100–21). Media was changed three days after plating, and cells were used in the week following the media change. Microglia were stimulated with LPS (50 ng/ml) for 6 h. Supernatants were flash frozen on dry ice and stored at -80℃ until use.

Immortalized murine N9 microglia were cultured as previously described [46]. N9 microglia were seeded at a cell density of 250,000 cells/well in a 24-well tissue culture plate. Cells were stimulated with LPS (1 µg/ml) [47] for 6 h. Supernatants were flash frozen on dry ice and stored at -80℃ until use.

### ELISA

BMDM, primary microglia, and N9 microglial supernatants were assayed for IL-1α, IL-1β, IL-2, IL-3, IL-4, IL-5, IL-6, IL-10, IL-12, IL-13, IL-17, MCP-1, IFN-γ, TNF-α, MIP-1α, RANTES, GM-CSF, Eotaxin, KC, MDC, TARC, and TCA-3 using a multiplex assay (Quansys Biosciences).

### RNA-seq

RNA was extracted from immortalized N9 microglia stimulated with LPS (1 µg/ml) [47] for 6 h using a RNeasy Plus Mini Kit (Qiagen, Cat. No. 74134). The N9 microglial cell line is derived from mouse brain and shares numerous phenotypic traits with primary mouse microglia [48]. Quality and quantity of RNA was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies) and a Nanodrop spectrophotometer (Thermo Scientific). All samples had an RNA integrity number (RIN) of 9.7 or higher. RNA library preparation and transcriptome sequencing were performed by Novogene using the Illumina NovaSeq 6000 Sequencing System. Bioinformatics analysis was performed by Novogene with differential expression analysis performed using the DESeq2 R package (1.20.0). The resulting *P*-values were adjusted using the Benjamini and Hochberg method for controlling the false discovery rate [49]. Genes with FDR-adjusted *P*-values < 0.05 and log2FC > 1.5 were considered differentially expressed.

### Microarray

The microarray has been published in a previous study [10] and the publicly available dataset was used (GSE65067). Briefly, microglia from female 8 month old wild-type (*n* = 3) and 5XFAD (*n* = 5) mice (The Jackson Laboratory) were FACS-sorted directly into RTL-plus lysis buffer. RNA extraction from microglia was performed using a RNeasy Plus Micro Kit (Qiagen, Cat. No. 74034). Microarray hybridization (Affymetrix MoGene 1.0 ST array) and data processing were performed at the Washington University Genome Center. Raw data were normalized using the Robust Multi-Array (RMA) method and genes were pre-filtered for expression value greater than or equal to 120 expression units. This method provides a cut-off above which genes have a 95% chance of expression demonstrated in Immgen dataset, which uses the same array platform [10]. *P*-values were calculated using a Student’s t-test and FDR-adjusted *P*-values were calculated using the Benjamini and Hochberg method [49]. Transcripts with FDR-adjusted *P*-values < 0.05 and FC > 2 were considered differentially expressed.

### Functional enrichment analyses

Genes found to be differentially expressed in both the RNA-seq and microarray experiments were selected for biological function and pathway analysis. The gene list was uploaded into the Database for Annotation, Visualization and Integrated Discovery (DAVID, v. 6.8) [50, 51] for GO and KEGG pathway analysis. GO gene count thresholds of 4, 2, and 2 were used for BP, CC, and MF respectively. Each GO and KEGG pathway with a *P*-value < 0.05 was considered significant. Additionally, PPI analysis was performed to identify interactions of the selected proteins based on their gene IDs using the STRING database [52]. For the analysis, text mining, experiments, and databases were chosen for active interaction sources using the high confidence (0.700) threshold setting.

### Statistical analyses

Statistical analysis was performed using Prism 9.0.0 (GraphPad). Data are presented as mean ± SEM. Comparison between two groups was performed using a Student’s *t*-test. A *P*-value ≤ 0.05 (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 and ****P ≤ 0.0001) was used as the significance cutoff. The Venn diagram demonstrating overlap in DEG amongst the two datasets was generated using InteractiVenn [53].

## Supplementary Information

**Additional file1.**

**Additional file2.**

**Additional file3.**

**Additional file 4.**

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository, GSE65067 and GSE183038.

# Supplementary material for: Transcriptional response of murine microglia in Alzheimer’s disease and inflammation
**Source:** BMC Genomics. 2022 Mar 5;23:183. doi: 10.1186/s12864-022-08417-8
**Supplement:** Supplementary file 3 — Additional file3.

## Slide 1
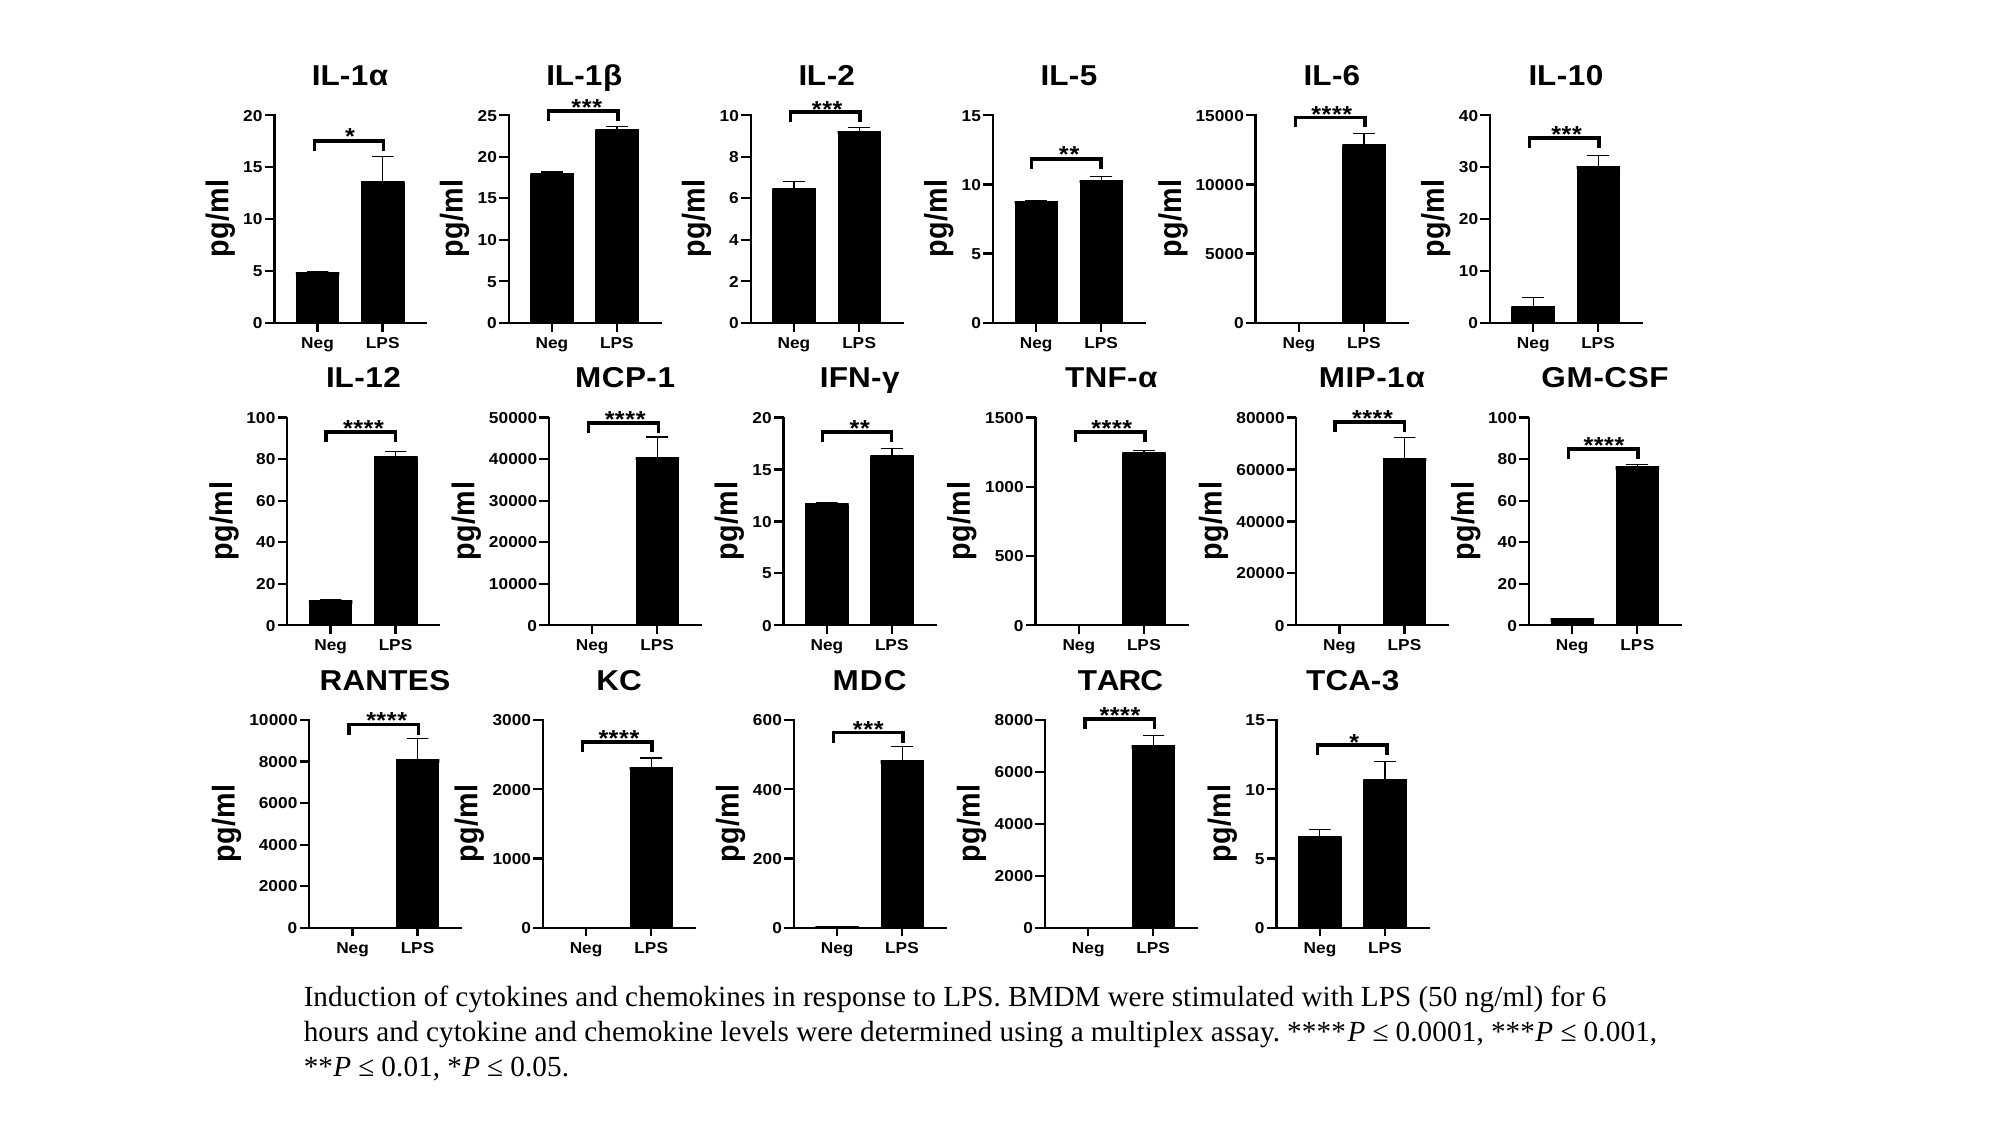

Induction of cytokines and chemokines in response to LPS. BMDM were stimulated with LPS (50 ng/ml) for 6 hours and cytokine and chemokine levels were determined using a multiplex assay. ****P ≤ 0.0001, ***P ≤ 0.001, **P ≤ 0.01, *P ≤ 0.05.

# Supplementary material for: Transcriptional response of murine microglia in Alzheimer’s disease and inflammation
**Source:** BMC Genomics. 2022 Mar 5;23:183. doi: 10.1186/s12864-022-08417-8
**Supplement:** Supplementary file 4 — Additional file 4.

## Slide 1
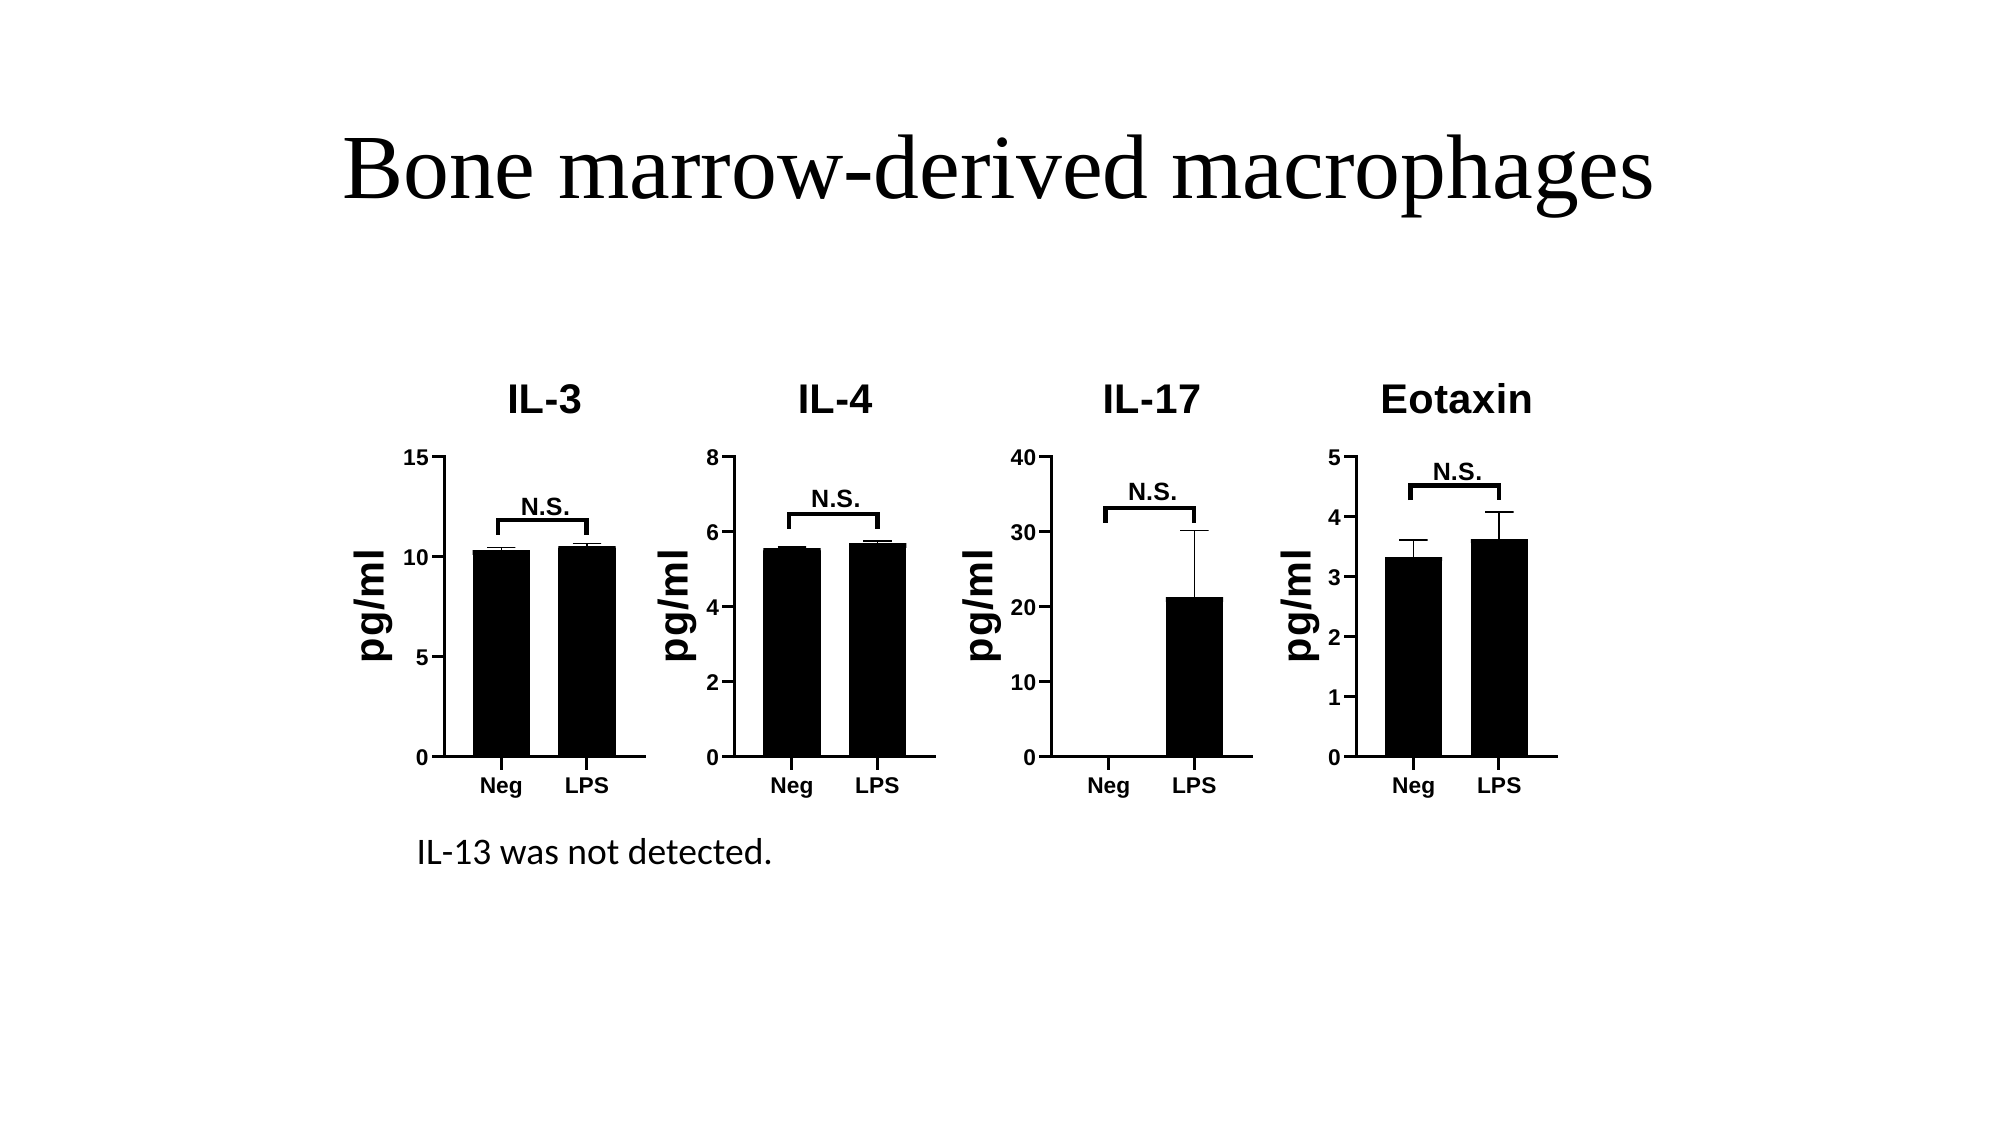

# Bone marrow-derived macrophages
IL-13 was not detected.

## Slide 2
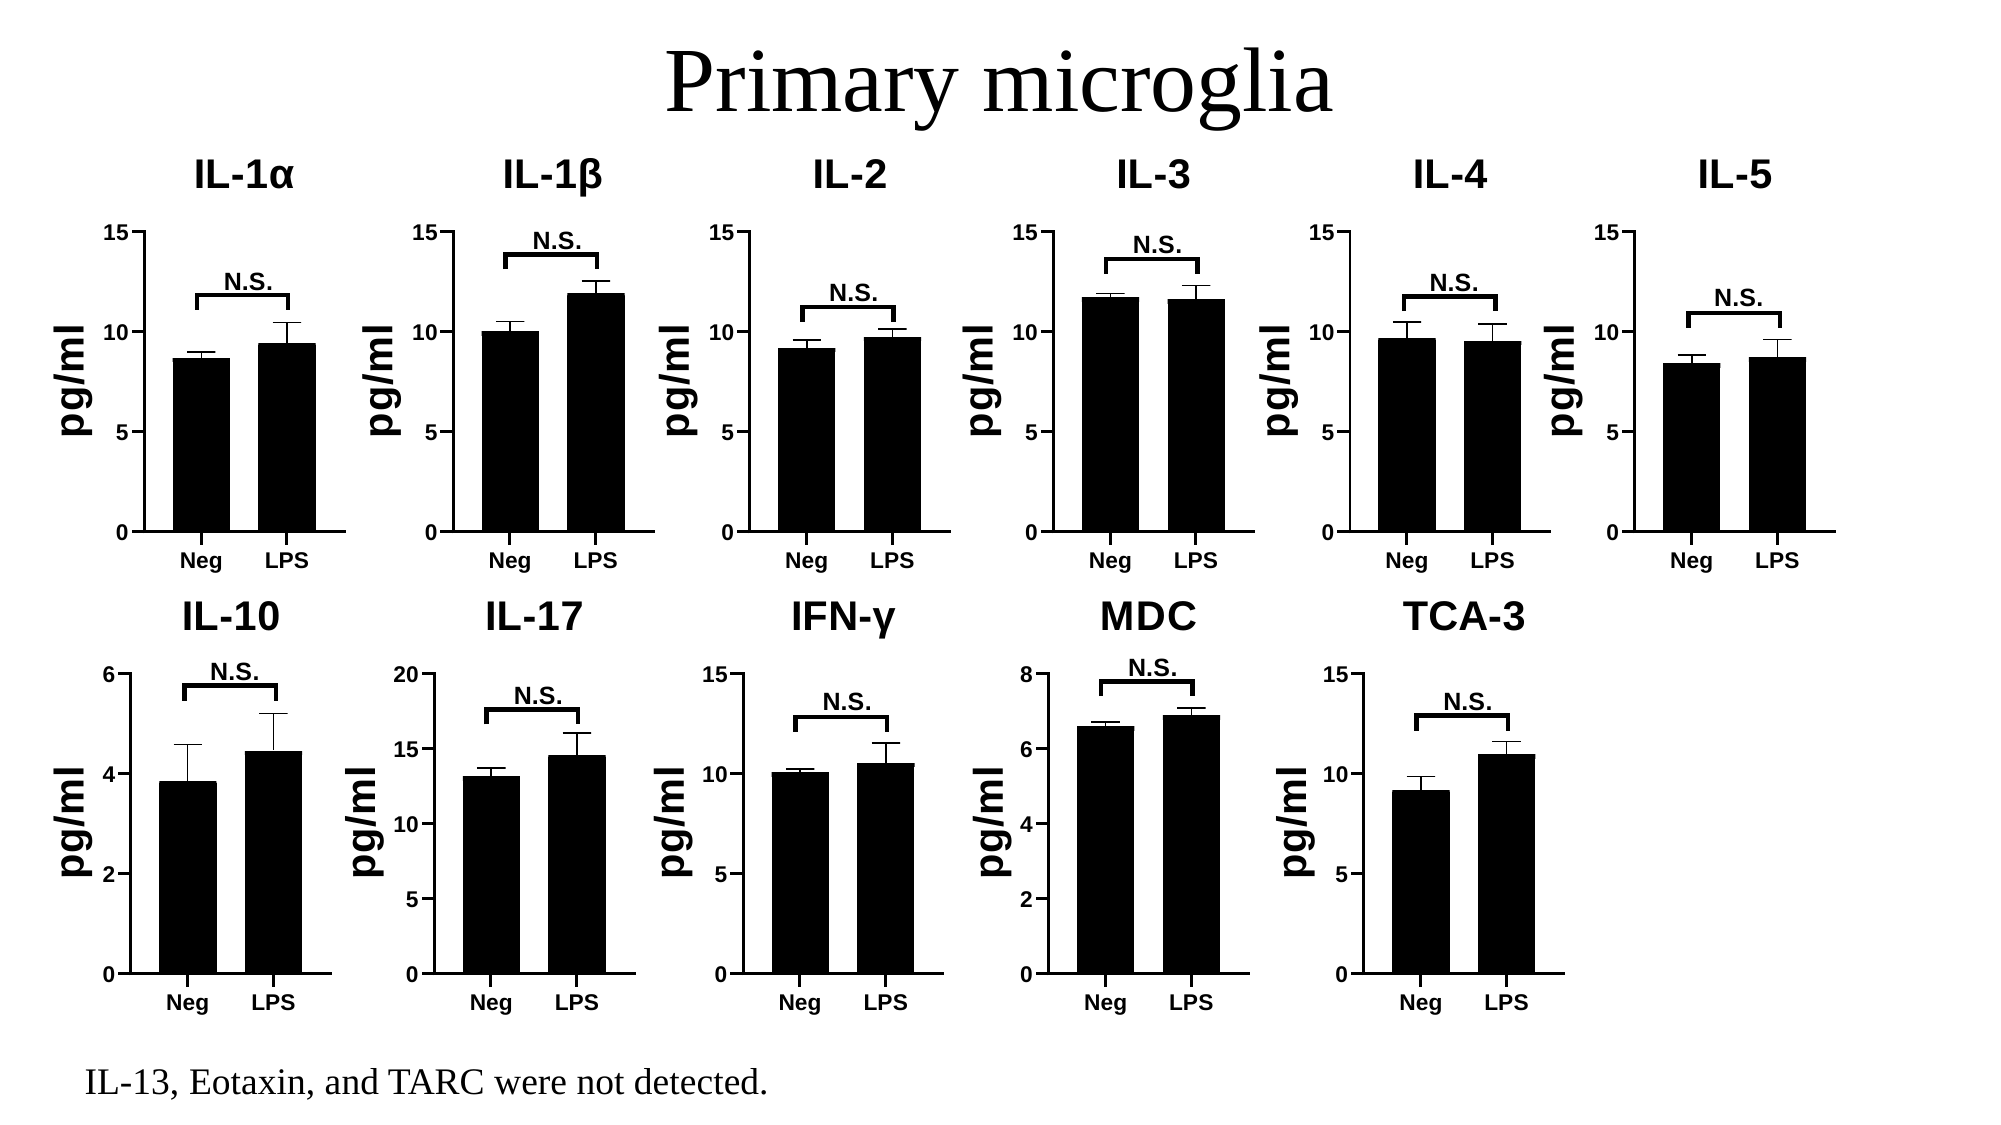

# Primary microglia
IL-13, Eotaxin, and TARC were not detected.

## Slide 3
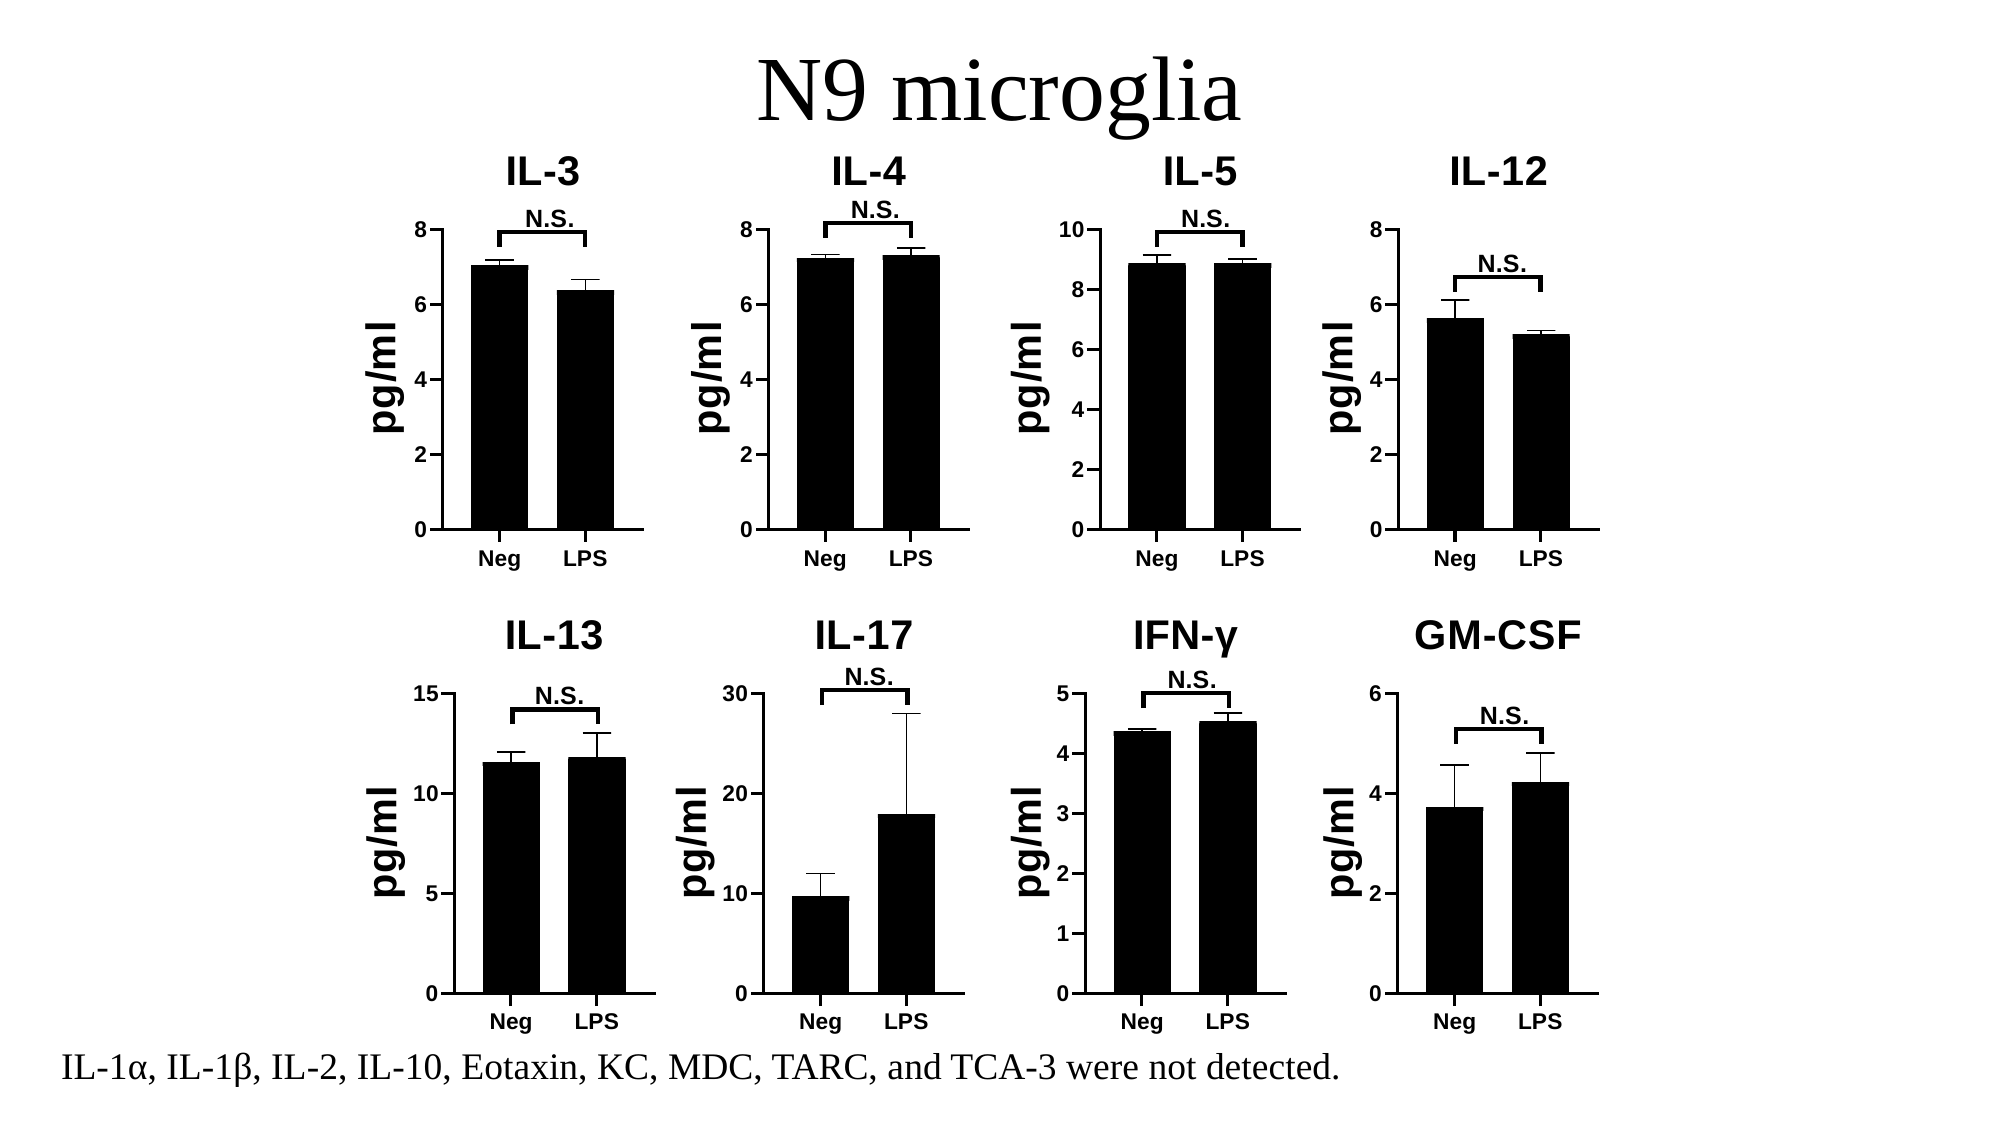

# N9 microglia
IL-1α, IL-1β, IL-2, IL-10, Eotaxin, KC, MDC, TARC, and TCA-3 were not detected.

How the deposited data were processed for this re-analysis (not part of the article)

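The measurement was RNA-seq of N9 microglia, a mouse cell line, in 6 libraries: 3 from cells with LPS at 1 µg/ml for 6 h and 3 from control cells. The samples were grouped by the labels of the series, which give each library its treatment and replicate number. Sequencing and its bioinformatics were done by Novogene for the authors, and the paper states DESeq2 version 1.20.0 for the comparison, with Benjamini-Hochberg adjustment. The paper's text does not name the aligner, the counting program, its use of strand, the annotation or the genome build.

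The authors deposited a table of read counts per gene for 54532 genes, whole numbers without normalization, and no line of it lacked a gene name. They also deposited a table of their own comparison for 20014 genes, with log2 fold changes and p-values that the authors made with DESeq2. For all 20014 genes the counts in that table are those of the count table. Its 18 further columns of values per sample and 2 columns of group means were not used here. In the authors' deposited table, 359 genes pass both of the paper's thresholds, 325 up-regulated and 34 down-regulated, and 354 of these are in Additional File 1. The array of the 5XFAD mice was not analysed here, and its gene lists and fold changes are the paper's, from Additional File 2. In the text of that file, 137 transcripts have shortened descriptions, and symbols beyond the shortening were not used.

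From the counts, edgeR version 4.0.16 under R 4.3.3 was used for the quasi-likelihood test of LPS against control, with TMM normalization, the filter filterByExpr by group, a prior count of 0.125 for log2 fold changes, and no replicate term. Adjusted p-values are Benjamini-Hochberg values over the 12296 genes tested. The standard error of a log2 fold change is its size divided by the square root of the F statistic. A DEG has an adjusted p under 0.05 and an absolute log2 fold change over 1.5, as in the paper. The total counts per library lie between 16363767 and 17956772, and 3 counts correspond to between 0.161 and 0.19 CPM. A gene whose libraries in a group are all at or under 3 counts is given as a bound. Reads without molecular identifiers are not independent molecules, so counting limits and binomial tests on counts cover counting error only.

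Gene sets were tested with fry and camera from limma version 3.58.1, camera with a preset correlation of 0.01 and with an estimated one. Fisher's exact tests and exact binomial tests used scipy version 1.17.1 under Python 3.11.15, and figures used matplotlib version 3.10.9. Trends over gene length and GC content were removed per library with a lowess span of 0.3. GC content came from GENCODE release M21 on GRCm38, which gave a value for 99.9% of the tested genes. Cytokine and chemokine genes were taken by words in the gene descriptions, without receptors and binding, regulatory or induced proteins.

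Genes named by rule are those of Tables 1 and 3 and of the ELISA panel, the genes in both Additional File 1 and Additional File 2 that Table 3 leaves out, and the 5 up-regulated and 5 down-regulated DEG with the largest changes among genes with a mean of at least 50 counts and libraries that do not overlap between groups. Hepatocyte markers are summarised as a list. This rule, the tests and most alternatives were set before the deposited counts were examined. The paper's own list had by then shown the counts of Alb, Gc and Ttr in each library, which prompted the hepatocyte test. Genes named outside the rule are marked where they appear. The hepatocyte list of 37 markers, which leaves out Alb, Gc and Ttr, and the lists for choroid plexus (12) and for fetal liver and yolk sac (10) were written at the same time. The intestinal epithelium list of 22 markers was written afterwards, once Fcgbp, Muc2 and Clca1 had been seen, and leaves these out.

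The alternatives were DESeq2 version 1.42.0, RLE size factors in edgeR, no filter on low counts, a filter at a mean of 10 counts, glmTreat at a log2 fold change of 1.5, a prior count of 2, robust dispersion, a replicate block, protein-coding genes alone, each library left out in turn, other ways of matching symbols, and smaller marker lists. No filter together with robust dispersion was added after the data were seen, because edgeR without the filter estimated infinite prior degrees of freedom. In the fit reported throughout, the prior degrees of freedom were 10.1.

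The fits were tested on simulated counts for 54532 genes with 200 genes changed by known amounts. With 6 libraries, edgeR recovered 200 of 200 among 12312 tested genes with 0 false calls, and DESeq2 recovered 200 among 21256 with 0 false calls. With 5 libraries, edgeR recovered 200 among 12466 with 2 false calls. At an adjusted p under 0.05 and any fold change, 15, 12 and 21 unchanged genes passed, in the same order. The changed genes were all well counted and changed by clearly more than the fold threshold. The recovery therefore says nothing of genes near that threshold or with few counts.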

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

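The tests of gene length and GC content below were set before their results were seen. In N9 microglia, 3895 genes had an edgeR adjusted p under 0.05 and a fold change below the paper's threshold, 1999 higher and 1896 lower with LPS, with a median absolute log2 fold change of 0.34. The paper's count leaves these genes out. A technical trend over gene length or GC content is an explanation that the tables argue against. With each library's trend over gene length removed, 97% of these genes had an adjusted p under 0.05 in the same direction, and with the trend over GC content removed, 97.4% of those with a GC value did. The trends themselves spanned -0.02 to 0.26 on the log2 scale over length and -0.07 to 0.01 over GC content. Library totals overlap between the groups, and the 10 genes with the most counts take at most 5.59% of a library. The TMM factors do not overlap, at 1.034 to 1.036 in the control libraries and 0.9646 to 0.9699 in the LPS libraries. With RLE size factors in place of TMM, 4218 genes had an adjusted p under 0.05, against 4221. A response to LPS stays open, as does any difference in handling that follows the groups, since the labels give no batch.

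Among the genes that are up-regulated in the paper's 5XFAD list and outside Table 3, 80 of the 219 tested in N9 microglia were higher with LPS at an edgeR adjusted p under 0.05, and 51 were lower. Their median log2 fold change was 0.05. The set as a whole was past the threshold by fry (adjusted p over the lists of 8.3e-06) and not by camera with its preset correlation (0.0676) or an estimated one (0.156). Over all 12296 tested genes, 295 DEG and 1999 genes of smaller change were higher with LPS at that threshold, and 31 DEG and 1896 genes of smaller change were lower. Both shares are below those in this list, so the listed genes changed more often in both directions. Whether the abundance of the listed genes explains this was not tested, and the array values were not analysed here. The excess in both directions is no evidence for a common upward response, which stays open. The tested genes of Table 3, all 30 of them up-regulated DEG, were left out because of their change in these same N9 libraries. Leaving them out lowers the upward shift by itself, so the weaker shift cannot decide the question. Trends over gene length or GC content were weighed above for the genes of small change as a whole and not for this list.

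Ipcef1, which the paper does not discuss, had the largest decrease among DEG with a mean of at least 50 counts and no overlap between the groups, a log2 fold change of -2.22 (standard error 0.19, edgeR adjusted p = 2.5e-07), from 11.1 ± 1.63 to 2.36 ± 0.565 CPM (SD, n = 3). Every LPS library was below every control library, and with each library left out in turn the change lay between -2.43 and -2.08. Lbh had the same rounded change of -2.22 (standard error 0.11, edgeR adjusted p = 5.2e-10), Zfp395 -2.16, Ppp1r3c -1.70 and Susd3 -1.61. Ppp1r3c was not called without control replicate 1, where it was -1.47. Down-regulation by LPS is the explanation the design names, and it stays open. Removing the trends over gene length and GC content kept 322 of the 326 DEG and 322 of the 323 with a GC value, and these trends reach at most 0.26 on the log2 scale. Under RLE size factors, robust dispersion or a replicate block, all 49 genes named by rule with a fitted fold change, these among them, kept their call. No further technical explanation was tested.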

How the results depend on the processing

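Of the 49 genes named by rule with a fitted fold change, 30 stayed on the same side of the DEG thresholds in each alternative compared gene by gene, at most 14 per gene. The other 19 lost the call under glmTreat, which asks for a change significantly over 1.5. Of these, Bcl2a1d, C3 and Ppp1r3c also lost it without control replicate 1, and Plaur without control replicate 2. No gene changed direction or gained a call in 685 values, of which 23 were weaker. Of these genes only Il4 was no DEG in the main fit, so it alone could gain a call. For these genes, protein-coding genes alone and no filter with robust dispersion were not compared gene by gene.

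With glmTreat, DEG fell to 183 (181 up-regulated and 2 down-regulated), and genes shared with the 5XFAD list to 21, of which 20 in the same direction. Without the filter on low counts there were 469 DEG, 378 up-regulated and 91 down-regulated. In that fit edgeR's prior degrees of freedom were infinite, so no gene's own spread had weight. With robust dispersion as well, a setting chosen after seeing the data, there were 439, 363 up-regulated and 76 down-regulated, and the adjusted p of Alb went from 3.2e-75 to 0.182. DEG under DESeq2, RLE, robust dispersion, prior count 2, the mean filter and protein-coding genes alone numbered 357, 325, 326, 305, 308 and 292.

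Leaving out each library in turn gave 353 to 377 DEG, of which 301 to 322 were up-regulated and 38 to 62 down-regulated. Down-regulated DEG numbered 49 without control replicate 1, 62 without LPS replicate 1 and 52 without LPS replicate 2 or 3, against 31 with all 6 libraries; each of those fits tested more genes, since the filter asks for fewer libraries. Genes shared with the 5XFAD list numbered 34 to 37, of which 32 to 35 in the same direction, and cytokine and chemokine DEG 17 to 20.

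The 5XFAD up list was past the threshold by fry in all of these fits (adjusted p 1.6e-06 to 1.6e-05). The down list was past it with all libraries (0.0361, direction up). Leaving out each library gave 0.0189 to 0.151, where the lowest, without control replicate 1, was past the threshold and the other 5, from 0.0933, were not. Camera gave the other direction (0.958). The cause was not tested.

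With a replicate block there were 329 DEG, 297 up-regulated and 32 down-regulated, and the down list had an adjusted p of 0.0837. For libraries with the same replicate number, the correlations of their deviations from the group means, over genes, were 0.136, 0.0588 and -0.00415. For different numbers they ran from -0.144 to 0.0912. The highest value, 0.136, had the same number, so a weak pairing is not excluded. With the block, 4474 genes had an edgeR adjusted p under 0.05, against 4221 without it.

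The hepatocyte markers of control replicate 3 were 1.06 times those of replicate 2 over all 37 markers (exact binomial test, p = 0.135 after adjustment over 3 pairs). Without the 5 markers with the most counts, a list set beforehand, they were 1.11 times (0.225). They were 1.24 times (0.00764) without the 3 markers counted in every library, a list chosen after seeing the data. The filter asks for enough counts in 3 libraries. Alb, Gc and Ttr are below it because only 2 libraries hold more than a few of their counts. Depth limits what can be said of genes with few counts, such as Ttr and Il6, to bounds. Alb was at least 44.3-fold lower in the LPS group, or 24-fold without control replicate 3. This difference rests on control replicates 2 and 3 and is no measure of an LPS effect, since control replicate 1 held as many counts as LPS replicate 1.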

Differences from the paper's values

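The paper gives 1 gene down-regulated in both experiments, and 2 were found here, Tppp and Serpinf1. Of the alternatives set before the data were examined, the filter at a mean of 10 counts, a prior count of 2, and the fits without LPS replicate 2 or LPS replicate 3 gave 1 such gene, which was Tppp and not Ttr in each. DESeq2, RLE size factors, robust dispersion, the replicate block, both other ways of matching symbols, Additional File 1 taken as the DEG, and the fits without control replicate 2, control replicate 3 or LPS replicate 1 gave 2. With DESeq2 and with Additional File 1 these were Tppp and Ttr. No filter on low counts and the fit without control replicate 1 gave 3, and glmTreat gave 0.

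The paper names Ttr as the one down-regulated gene in both datasets. Here Ttr was below the filter on low counts and Tppp, with a log2 fold change of -2.19 in N9 microglia, was down-regulated in both. Tppp is in both Additional File 1 and Additional File 2 and not in Table 3, as are Ccl7, Etl4 and Znfx1, and Acod1 and Ifi207 through older symbols. Settings that call Ttr are DESeq2, no filter on low counts and the fit without control replicate 1, and, added after the data were seen, no filter with robust dispersion.

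The paper names Alb as the most down-regulated gene. Its counts lie almost wholly in control replicates 2 and 3, and hepatocyte RNA in these libraries is weighed below as their source. Here Alb, Gc, Ttr, BC021767, Fsbp, Nlrp1a and Cgn of Table 1 were below the filter, and the lowest log2 fold change among tested genes with neither group at the floor was -2.61, for Tlr8 (-2.03 without LPS replicate 3). DESeq2 and edgeR without the filter, where the prior degrees of freedom were infinite, call all 7 of these genes. With robust dispersion added to the latter, a setting chosen after seeing the values, Alb was not called. The filter at a mean of 10 counts calls Alb and Gm1966. Of the fits that left out a library, the one without control replicate 1 calls Alb, Gc, Ttr, Nlrp1a and Cgn, the one without control replicate 2 calls BC021767, and the one without control replicate 3 calls Fsbp. Each fit without an LPS replicate calls Alb, Gc, Fsbp, Nlrp1a and Cgn, and those without LPS replicate 1 or 2 also call BC021767. Gm1966 was also called by DESeq2, by no filter, and without any of the control replicates or LPS replicate 1.

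The paper places Ifit3 among the genes with a high fold change in both assays, and its own array fold change for Ifit3 is 2.21. Of the paper's 44 DEG not called here, DESeq2 called 42 and edgeR without the filter called 44.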

Other observations

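The test of LPS repression was chosen after the counts of Alb had been seen, and the intestinal marker list after Fcgbp, Muc2 and Clca1 had been seen. The hepatocyte test was prompted by the counts of Alb, Gc and Ttr in the paper's list. It and the other tests below were set before their results. The single markers named below were chosen after their values were seen.

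Alb, Gc and Ttr were counted in control replicates 2 and 3 and hardly in control replicate 1 or the LPS libraries. A hypothesis is that control libraries 2 and 3 hold RNA from hepatocytes. Of 37 hepatocyte markers that leave out these 3 genes, 30 had a higher CPM in both of these libraries than in each of the other 4. Ahsg had 15 and 31 counts there, Serpina3k 17 and 31, Cyp2e1 22 and 17 and Fgb 15 and 16, and all 4 had 0 in the other libraries. Apoa1 had 14 and 41 counts there, 9 in LPS replicate 3 and 0 in the other libraries. Without the 5 markers with the most counts, control replicates 1, 2 and 3 held 4, 245 and 287 counts, and LPS replicates 1, 2 and 3 held 12, 5 and 10. Control replicate 2 thus had 59.5 times the share of control replicate 1 (exact binomial test, two-sided, p = 9.2e-66 after adjustment over 3 pairs), and control replicate 3 had 66.1 times (2.8e-74). The 3 markers Hp, Ambp and Serpinc1 are counted in every library. Hp alone rose from 883, 876 and 949 counts to 1965, 2115 and 2075, so the sum over all 37 markers (981, 1285 and 1435 against 2056, 2213 and 2200) mostly follows Hp. Mup3 had 19 counts in control replicate 2 and 0 in replicate 3. Repression by LPS of transcripts that N9 cells express would need control replicate 1 to hold them, and 36 of the 37 markers were no higher in control replicate 1 than in the highest LPS library, many of them at 0 in both. The values are consistent with hepatocyte RNA in 2 of the 3 control libraries. How such RNA would enter was not tested, and the paper reports none. Of the 31 down-regulated genes of Additional File 1, Alb and Ttr are the 2 for which control replicate 1 is at or below the highest LPS library.

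Choroid plexus, which expresses Ttr, was considered as another source. Of 12 choroid plexus markers, 0 were higher in control replicates 2 and 3 than in every other library, and their summed counts were 53, 87 and 72 in the control libraries and 48, 76 and 61 in the LPS libraries. Kl, Clic6, Kcne2, Otx2 and Sostdc1 were at 0 in every library, and Folr1, the most abundant, was at 22 to 51 counts in each. With so few counts, choroid plexus and hepatocytes cannot be told apart as the source of Ttr. Of 10 markers of fetal liver and yolk sac, 1 had the pattern, and the summed counts of 996, 968 and 1041 against 970, 903 and 991 are almost all Afp.

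Fcgbp, Muc2 and Clca1 were counted in control replicate 2 and LPS replicate 3 (86 and 47, 73 and 25, 47 and 49 counts) and at 3 or fewer in each of the other 4 libraries. A hypothesis is RNA from intestinal epithelium in those libraries. Of 22 other intestinal markers, 14 were higher in both than in each of the other 4, among them Krt8 at 37 and 36 counts and Pigr at 52 and 29. The summed counts were 70, 264 and 26 in the control libraries and 22, 26 and 186 in the LPS libraries, so control replicate 1 holds some as well. Lgals4 and Aqp8 were counted in every library. The values may reflect such RNA, which falls in both groups and gives no DEG among the 3 genes in any of the 8 fits that tested each. No biological explanation was tested.

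Of the 10 splits of the 6 libraries into 3 and 3, the real one alone (1 of 10) gave as many as 326 DEG, and the others gave 0. At an unadjusted p under 0.05 with the same fold threshold, the others gave between 3 and 14 genes, and the real one 329. With 10 splits the share cannot fall under 0.1, so the share itself cannot exclude a grouping by accident. The gap between 329 genes for the real split and at most 14 for any other argues against such a grouping. Over all tested genes, 45.3% had every LPS library on one side of every control library, where chance gives 10%. A difference in handling that follows the groups stays open.

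The RNA of the ELISA panel in N9 microglia can be set beside the paper's protein results. Of 5 transcripts whose proteins the paper reports as induced, 4 were DEG, and Il6 was below the filter. Il6 had 0 counts in each control library and 10, 14 and 9 in the LPS libraries, at least 4.02-fold higher. It was called in all 7 fits that tested it. Of 9 transcripts whose proteins the paper reports as not detected, 2 were DEG, Il1a and Il1b, and 5 were at or under 3 counts in every library. Ccl22, below the filter as well, was at least 3.04-fold higher and was called in the 3 fits that tested it. Of 9 without a significant difference, 8 were at or under 3 counts in every library. Il4, the other one, had a log2 fold change of -0.50 (standard error 0.40, edgeR adjusted p = 0.372).

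The paper's 5XFAD genes were also tested as whole lists in N9 microglia. The paper describes the mice as female, yet its Table 2 has the Y-linked Ddx3y up-regulated and Xist down-regulated. How far this bears on the directions of the lists was not tested. Of the 249 tested up genes, 110 were higher and 51 lower with LPS at an edgeR adjusted p under 0.05. Their median log2 fold change was 0.10, with 146 of them higher, and they had an adjusted p over the lists of 2.6e-07 by fry, 1.7e-13 by camera and 0.00204 with an estimated correlation. Of the 61 tested down genes, 11 were higher and 12 lower at that threshold. They had a median of -0.04, with 27 higher, and 0.0361 by fry with direction up, a call that camera and its estimated correlation (0.969) did not give. Spp1, singled out after its values were seen, fell from 9413 ± 72.6 to 7142 ± 326 CPM (SD, n = 3), a log2 fold change of -0.40 (standard error 0.03, edgeR adjusted p = 1.7e-08).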
